# Zeb2 Regulates Cell Fate at the Exit from Epiblast State in Mouse Embryonic Stem Cells

**DOI:** 10.1002/stem.2521

**Published:** 2016-11-08

**Authors:** Agata Stryjewska, Ruben Dries, Tim Pieters, Griet Verstappen, Andrea Conidi, Kathleen Coddens, Annick Francis, Lieve Umans, Wilfred F. J. van IJcken, Geert Berx, Leo A. van Grunsven, Frank G. Grosveld, Steven Goossens, Jody J. Haigh, Danny Huylebroeck

**Keywords:** Cell differentiation, DNA‐methylation, Embryonic stem cells, Pluripotent stem cells, Repressors, RNA‐sequencing, Transcription factors, Transcriptom

## Abstract

In human embryonic stem cells (ESCs) the transcription factor Zeb2 regulates neuroectoderm versus mesendoderm formation, but it is unclear how Zeb2 affects the global transcriptional regulatory network in these cell‐fate decisions. We generated *Zeb2* knockout (KO) mouse ESCs, subjected them as embryoid bodies (EBs) to neural and general differentiation and carried out temporal RNA‐sequencing (RNA‐seq) and reduced representation bisulfite sequencing (RRBS) analysis in neural differentiation. This shows that Zeb2 acts preferentially as a transcriptional repressor associated with developmental progression and that *Zeb2* KO ESCs can exit from their naïve state. However, most cells in these EBs stall in an early epiblast‐like state and are impaired in both neural and mesendodermal differentiation. Genes involved in pluripotency, epithelial‐to‐mesenchymal transition (EMT), and DNA‐(de)methylation, including *Tet1*, are deregulated in the absence of Zeb2. The observed elevated Tet1 levels in the mutant cells and the knowledge of previously mapped Tet1‐binding sites correlate with loss‐of‐methylation in neural‐stimulating conditions, however, after the cells initially acquired the correct DNA‐methyl marks. Interestingly, cells from such *Zeb2* KO EBs maintain the ability to re‐adapt to 2i + LIF conditions even after prolonged differentiation, while knockdown of Tet1 partially rescues their impaired differentiation. Hence, in addition to its role in EMT, Zeb2 is critical in ESCs for exit from the epiblast state, and links the pluripotency network and DNA‐methylation with irreversible commitment to differentiation. Stem Cells *2017;35:611–625*

**Significance Statement**

The transcription factor Zeb2 is critical for exit from the epiblast state in mouse ESCs and for neural and general differentiation. In addition to its role in EMT it links the pluripotency network and DNA‐methylation with irreversible commitment to differentiation.

## Introduction

Naïve mouse embryonic stem cells (mESCs), primed epiblast stem cells (EpiSCs), and embryonic germ cells are pluripotent cells that can be used as cell culture models to study pluripotent cell states and fate decisions that occur during embryogenesis 1, 2, 3, 4, 5, 6, transitions that require changes of the transcriptome and methylome. The ground state of self‐renewing mESCs can be achieved by simultaneous addition of chemical inhibitors (of MAPK and GSK3 signaling) and LIF (referred to as 2i + LIF) 7. When compared to a population of naïve embryonic stem cells (ESCs), ground‐state ESCs display higher and more homogeneous expression of key pluripotency genes, lower levels of differentiation markers and reduced DNA‐methylation 8, 9.

DNA‐methylation status has profound effects on embryonic gene expression. It is controlled by DNA (cytosine‐5)‐methyltransferases (Dnmt3a/3b/3l) that are highly active in ESCs and early embryos and establish new methylation patterns and by Dnmt1 that copies the patterns onto daughter cells 10, 11. Active demethylation is orchestrated by Ten‐eleven translocation methylcytosine dioxygenases (Tet) 12, 13. Tet1 levels are high in ESCs and decrease upon differentiation, correlating with exit from pluripotency, and Tet1 steers mesendoderm versus trophectoderm decisions in preimplantation embryos 14, 15. Tet1 is also important during somatic reprogramming for genome demethylation as well as activation/maintenance of Oct4 and Nanog 16, 17, 18.

Zeb2 (Sip1, Zfhx1b) downregulates *E‐cadherin* (*Cdh1*) and thereby steers epithelial‐to‐mesenchymal transition (EMT) 19, which is relevant to stem cell fate, but also tumorigenesis 20, 21. Mutations in *ZEB2* cause Mowat‐Wilson syndrome (MOWS; OMIM#235730), including defects in the central and peripheral nervous system (CNS, PNS) 22, 23, 24. Many in vivo studies confirm the critical roles of Zeb2 in embryogenesis and neurodevelopment in particular. *Zeb2* KO mice die shortly after E8.5 and have multiple defects, including in somitogenesis 25, the neural plate and neural crest cells 26. Cell‐type specific *Zeb2* KO mice develop defects in, for example, the CNS 27, 28, 29 and PNS 30, 31, 32. Such studies in embryonic brain revealed cell autonomous, but also non‐autonomous Zeb2 actions. In human (h) ESCs, Zeb2 regulates cell fate: upon Zeb2 knockdown (KD) they commit toward mesendoderm, while Zeb2 overproduction enhances neurogenesis 33. *ZEB2* is controlled by Nanog, Oct4, and Sox2 in hESCs, but key genes downstream of Zeb2 in ESCs, and during early neural development, remain to be determined, and *Zeb2* KO hESCs have not been reported. In order to enter lineage commitment, the pluripotency network in ESCs and EpiSCs needs to be distinguished 34, 35. The list of factors promoting exit from naïve or ground state is growing, yet more key players remain to be identified 36, 37, 38. Exit from pluripotency beyond the primed epiblast state requires efficient, irreversible silencing of the transcriptional pluripotency network (including *Oct4* and *Nanog* silencing, which persist in EpiSCs), acquisition and maintenance of DNA‐methyl marks, and initiation of differentiation.

Using *Zeb2* KO ESCs, we identified Zeb2 as a critical player for initiating and executing the differentiation programs. Upon withdrawal of 2i + LIF from *Zeb2* KO ESC populations, some cells only sometimes commit to differentiation, but instead the gross population usually stalls as pluripotent, epiblast‐like cells that maintain the ability to re‐adapt to 2i + LIF even after prolonged exposure to differentiation protocols. The defective silencing of the pluripotency program prevents these *Zeb2* KO cells from undergoing neural and general (including mesendodermal) differentiation. RNA‐seq revealed that Dnmt and Tet family mRNA levels are deregulated in *Zeb2* KO cells. Such cells correctly acquire methyl marks early during neural differentiation (ND), but do not maintain these and revert to a more naïve methylome state. Tet1 levels depend on the presence of Zeb2 and in *Zeb2* KO cells (displaying elevated Tet1) Tet1 KD rescues their ability to exit from their pluripotent state and re‐enter lineage commitment.

## Materials and Methods

### ESC Lines

All experiments on live mice used for deriving embryos for establishing the ESCs were performed in the Leuven lab according to institutional (KU Leuven P153/2012), national (lab license LA1210584, Belgian government) and international (2010/63/EU) guidelines and regulations. KU Leuven approved the experiments and confirmed that all experiments were done conform to the regulatory standards.

Two independent ESC derivations were performed. First, control lines were derived by interbreeding *Zeb2^flox/flox^* CD1 mice 39. Blastocysts were plated on mitomycin‐C inactivated mouse embryonic fibroblasts (mitC‐MEFs) in ESC derivation medium + LIF, and allowed to attach, and were re‐fed daily. After 5–6 days, the inner cell mass was separated from the trophectodermal layer, trypsinized and replated on mitC‐MEFs. They were further grown until subconfluency and expanded. From these ESCs, *Zeb2* KO lines were derived by nucleofection of linearized, blasticidin‐selectable (48 hours) pcDNA6‐His‐eGFP:Cre vector to low‐passage ESCs using Amaxa A‐23 (Lonza, Braine‐l'Alleud, BE, www.lonza.com). Five control ESC lines and two KO lines, confirmed as such by genotyping (details available on request), were established. Second, *Zeb2^+/‐^* mice were crossed with R26‐iPSC mice that contain a RMCE cassette in the ROSA26 (R26) locus 40. The second R26 allele contained the LacZ reporter 41. New control and RMCE‐compatible *Zeb2* KO ESC lines (three clones; mixed 129/Bl6 background) were derived using a protocol 42 in which pluripotin was replaced with 1 µM PD0325901 and 3 µM CHIR99021. To obtain R26_Zeb2 lines, RMCE technology 43 was used to insert N‐terminally Flag epitope (Flag) tagged, wild‐type Zeb2 cDNA into *R26* of *Zeb2* KO ESCs.

### ESC Cultures and Sorting

*ESC maintenance*: ESCs were maintained feeder‐cell free in 2i + LIF medium. N2B27 was prepared as described 44. For 2i + LIF medium, 1 μM PD0325901 (Axon, 1408, Axon Medchem, Groningen, NL, www.axonmedchem.com), 3 μM CHIR99021 (Axon, 1386) 7, and 1,000 U LIF/ml (Millipore, ESG1107, Merck Millipore, Zwijndrecht, BE, www.merckmillipore.com) were added. *Directed neural differentiation*: On d0, 3 × 10^6^ ESCs were plated in a 10‐cm bacterial petri dish in embryoid body (EB) medium (KO DMEM (Invitrogen, 10829018, Thermo Fisher Scientific, Merelbeke, BE, www.thermofisher.com), 15% fetal bovine serum (FBS, Life Technologies, 10270106, Thermo Scientific, Aalst, BE, www.fishersci.be/be), 0.1 mM nonessential amino acids (NEAA), 1 mM sodium pyruvate, 0.1 mM 2‐mercaptoethanol, 50 U/ml of penicilline/streptomycine, P/S). On d2 the EB medium was refreshed; on d4 it was changed to N2B27 + retinoic acid (Sigma‐Aldrich, R2625, Overijse, BE, www.sigmaaldrich.com; 500 nM) and refreshed on d6. Between d8 and d15 EBs were cultured in N2B27, which was refreshed every other day. *General EB differentiation*: On d0, 3 × 10^6^ ESCs were plated in a 10‐cm dish in EB medium (KO DMEM Invitrogen, 10829018), 10% FBS, 0.1 mM NEAA, 1 mM sodium pyruvate, 0.1 mM 2‐mercaptoethanol, 50 U/ml of P/S and changed every other day till d15. EBs on d15 were dissociated using Liberase (Roche, 05401020001, Roche Biochem Reagents, Overijse, BE, www.sigmaaldrich.com). Living cells were stained with propidium iodide (Sigma‐Aldrich, P4864) shortly before sorting. *ESC‐to‐EpiLC conversion*: ESCs were differentiated according to Hayashi et al. 45. Briefly 10^5^ ESCs were plated per well of a 12‐well plate coated with fibronectin (16.7 μg/ml, Millipore, FC010) in N2B27 containing Activin A (20 ng/ml, Peprotech, 120‐14E, Peprotech via Bio‐Connect, Huissen, NL, www.peprotech.com), bFGF (12 ng/ml, Peprotech, 100‐18C), and KSR (1%, Gibco, 10828010, Gibco, Merelbeke, BE, www.thermofisher.com). Medium was changed after 24 hours. The EpiLCs were collected after 48 hours.

### shRNA‐Mediated Knockdown

Control shRNA was used by combining MISSION Target shRNA in control vector SHC002 (Sigma‐Aldrich). The Tet1 shRNA (shTet: 5′‐tcatctacttctcacctagtg‐3′) was cloned into pLKO1. Control and Tet1 lentiviruses were produced by standard methods (see www.addgene.org/tools/protocols/pLKO).

### Chromatin Immunoprecipitation

10^7^ ESCs (from the R26_Zeb2 line) were used per experiment. Cells were cross‐linked for 10 minutes with ice‐cold 1% formaldehyde, sonicated using a Branson Digital Sonifier (10 pulses, 30 seconds ON; 60 seconds OFF, amplitude 10). 10 µg of anti‐Flag (Sigma‐Aldrich, F3165) and 10 µg of control mouse IgG (Santa Cruz, sc‐2025, Santa Cruz Biotechnology via Bio‐Connect, Huissen, NL, www.scbt.com) were used. Chromatin isolation and chromatin immunoprecipitation (ChIP) were done as described 46. Phenol‐chloroform purified DNA was used as template for qPCR to amplify the proximal promoters of *Nanog* and *Cdh1*. For primers, see Supporting Information Table SII.

### Immunohistochemistry and Indirect Immunofluorescence

EBs were fixed overnight with 4% paraformaldehyde followed by progressive alcohol‐assisted dehydration and paraffin embedding. 6‐μm sections were used for Immunohistochemistry (IHC) and Immunofluorescence (IF), which were carried out on Ventana *Ultra Discovery* (Roche, Vilvoorde, BE, www.ventana.com). The following antibodies were used: Zeb2 (custom antibody; Seuntjens et al., 27), βIIITubulin (Abcam, ab78078), Oct4 (Abcam, ab19857, Cambridge, UK, www.abcam.com), Nanog (Abcam, 80892), Cdh1 (BD Transduction Labs, 610182, Erembodegem, BE, www.bd.com), Tet1 (Millipore, 09‐872), Desmin (Abcam, ab8592‐500), Hnf4a (Abcam, ab41898), Sox17 (R&D Systems, AF1924, Abingdon, UK, www.rndsystems.com), and Alexa Fluor tagged secondary antibodies (Jackson Immunoresearch; 1:1,000, via Bio‐Connect, Huissen, NL, www.jacksonimmuno.com). For Figure 1A, ESCs were fixed for 10 minutes with ice‐cold paraformaldehyde and blocked for 30 minutes at 24°C with 0.1% Triton X100‐1% BSA in PBS. Anti‐Oct4 (Abcam, ab19857) and anti‐Nanog (Abcam, 80892) (both 1:1,000) were used as antibodies, with DAPI as nuclear counterstain (Life Technologies, D1306).

**Figure 1:**
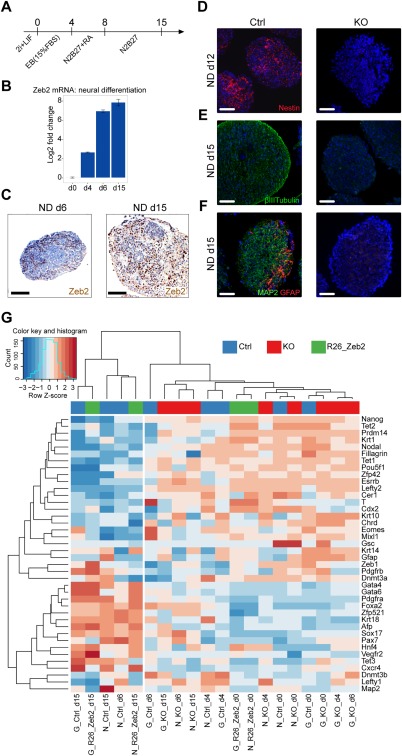
Knockout of *Zeb2* impairs embryonic stem cells (ESC) neural differentiation (ND) (for general differentiation [GD], see Supporting Information Fig. S1)**. (A)**: Scheme of the 15‐day ND protocol; RA: retinoic acid. **(B)**: RT‐qPCR of Zeb2 in Ctrl ESCs during ND. SD of two technical replicates is shown. **(C)**: Immunohistochemistry for Zeb2 (brown) in Ctrl embryoid bodies (EBs) (Ctrl) on d6 and d15 of ND. **(D‐F)**: Ctrl and Zeb2 KO (KO) ND‐EBs stained for Nestin (red, panel D) on d12, βIIITubulin (green, panel E) on d15 and costained for MAP2 (green) and GFAP (red) on d15 (panel F). Scale bars: 50 µm. Results shown are from one experiment and are representative for three experiments. **(G)** Heatmap for samples collected in pluripotency and during ND and GD with clustering based on Spearman correlation distances of quantile‐normalized RT‐qPCR values. Abbreviation: ND, neural differentiation.

For the quantifications presented in Supporting Information Figure S7 (for Oct4, Hnf4a, Sox17, Tet1, and βIIITubulin), we manually quantified (using Fiji software) the number of positive cells as well as total numbers of DAPI+ cells and show the results as percentage (of +cells/total) instead of showing absolute cell numbers, because embryoid bodies have varying sizes. For the two non‐nuclear markers, E‐cadherin and Desmin, we used Fiji software to calculate the total area of staining and we normalized it to the total area of DAPI staining. We made the graphs and did the statistical analysis using Prism7 software.

### High‐Throughput Real‐Time PCR

In a first step non or unreliably expressed genes were removed based on quality information and a minimum threshold of 50% detection in all samples. Next, low quality samples were removed based on outlier detection of aggregation scores of all assay expression probabilities, calculated in all samples. Subsequently Ct values of the samples were quantile normalized and possible missing values were imputed using expression information of biological replicates. An overall limit‐of‐detection (LOD) was determined as the sum of the 75% quantile of normalized Ct values and a constant, that is, 10. To compare between assay levels and display on the graphs we retrieved log2 expression values by subtracting the LOD score with normalized Ct values and obtained rough absolute expression estimations by raising 2 to the power of the log2 score.

### RNA‐Seq Analysis

Total RNA was isolated using a Qiagen RNeasy (Qiagen, 74104, Antwerp, BE, www.qiagen.com). cDNAs were generated with Truseq RNA kit and sequenced (Illumina TruSeq v3 protocol on HiSeq2000, with a single read 36 bp and 7 bp index). Sequenced fragments were mapped to the mouse genome GRCm38 (Ensembl) using Tophat2 (v2.0.13). A count table for annotated genes was generated with featureCounts (v1.4.6); genes were further classified in different biotypes based on Vega gene and transcript annotation (vega.sanger.ac.uk/info/about/gene_and_transcript_types.html). *RNA‐seq expression data*: to compare counts between samples we converted them to Transcript Per Million (TPM) values. To retain only informative genes we filtered based on biotype, expression and standard variability using the aforementioned TPM values. First, we removed all genes belonging to short noncoding categories, in the next step we selected only these genes that have at least five transcripts/million in at least three samples and, finally, we removed the 20% lowest variable genes. The raw counts were imported in the R‐Package DESeq2 47 to test for differential expression between pairwise time‐points of KO and Ctrl samples or to perform time‐series analysis, therefore we created a design matrix that controls for differences at d0 and allows to assess the effect of factor time on gene expression between KO and Ctrl samples. *RNA‐seq clustering*: we used Principal Component Analysis (PCA) or unsupervised hierarchical clustering based on 1—Spearman correlation distance scores with average linkage. *RNA‐seq gene ontology*: to identify biological processes that are negatively enriched in *Zeb2* KO, we sorted genes according to their pi‐value (−log 10[*q* value] * log FC) based on DESeq2 time‐series analysis. The obtained ranked list was input for the GseaPreranked tool with only *–nperm 3,000, ‐set_max 500 ‐set_min 10* deviating from the default parameters. *RNA‐seq motif sequence analysis*: for imple motif analysis between KO and Ctrl at d6 we defined promoter regions as ± 2 Kb from the transcription start site (TSS) and counted the occurrences for putative binding site of Zeb2 (double YACCTG sequences with maximum gap of 40 bp) for all (up and down) differentially expressed genes (DEGs) (*p* < 0.01 and absolute log 2 FC > 1) and, as background, the promoter regions of all genes. One‐sided Fisher's exact test was used to determine significant over or under representation of this motif in promoter regions of DEGs relative to the genome‐wide promoter regions.

*Data deposition:* the RNA‐seq data have been deposited as data set GSE75618 and are available at www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75618.

### DNA‐Methylome Analysis by RRBS

Total DNA was isolated by digestion with proteinase K and precipitation with isopropanol. RRBS was performed by NXT‐Dx (www.nxt-dx.com) using the premium RRBS kit (Diagenode). *RRBS processing*: the quality of sequencing reads was assessed by FastQC (v0.11.3_devel) and Trim Galore (v0.3.7) in *–rrbs* mode. These reads were then mapped to genome GRCm38 (Ensembl) using bismark (v0.14.1) with parameters *–bowtie2 –maxins* 1,000, allowing a maximum insert size of 1,000 bp for paired‐end sequences. To extract methylation information in a CpG context from both strands we used bismark_methylation_extractor with parameters *–paired‐end –no_overlap –comprehensive*. We used the R‐package methylKit 48 and custom R‐scripts to further analyze the data. In brief, we considered only CpGs with a minimum sequencing depth of 5x and removed the top 0.1% with highest coverage. To visualize global percentage methylation, histograms were created with 5%‐methylation bins. For all further analyses, we only retained CpGs that were present in all samples. *RRBS genomic regions*: genomic coordinates for genes were retrieved from GRCm38 and only coordinates for protein‐coding genes were used. We downloaded mm9 enhancer coordinates provided at http://chromosome.sdsc.edu/mouse/download.html, converted them to mm10 coordinates using CrossMap (v0.1.8), and extended them in both directions with 1 kb. CpG islands (CGI) and transposable elements (TE) were retrieved via the UCSC table browser for GRCm38/mm10, with the CGI and RepeatMasker tracks, respectively. The genomic coordinates for Canyons were retrieved from 49. We used a CpG observed/expected ratio of 0.29 to distinguish low and high‐CpG density promoters 50. Regions that do not belong to any of the aforementioned regions (e.g., intergenic regions) are described as “other.” *RRBS data analysis*: to identify differentially methylated regions (DMRs) and analyze global methylation dynamics/differences we averaged methylation in 400bp‐tiles containing at least three CpGs. Tiles with more than 20% difference in methylation and a *q* value <0.05 were assigned as significant DMRs, or simply DMRs.

*Data deposition:* the methylome analysis data have been deposited as a data subset of GSE75618 and are available at www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75618.

### Analysis of Published Tet1‐Binding Peaks in ESCs

Data for Tet1 ChIP‐seq for mouse ESCs was downloaded from GEO (GSM659803, GSM659799). Reads were aligned to GRCm38 using bowtie with parameters *–e 70 –k 1 –m 1 –n 2 –concise*. Peaks were indicated with MACS software using default parameters. To study enrichment of Tet1 at demethylated regions, peaks were assigned to the closest demethylated region.

## Results

### ESC Differentiation is Impaired in Absence of Zeb2

We generated *Zeb2* KO 26, 39 along with *Zeb2^flox/flox^* control mESCs (Ctrl). In 2i + LIF, these ESC lines as population maintain high Nanog and Oct4 (Supporting Information Fig. S1A), proliferate comparably (Supporting Information Fig. S1B) and have a high and similar clonogenic capacity (±70%, *not shown*), showing that Zeb2 is dispensable for pluripotency and self‐renewal in ground‐state conditions.

Because of the documented role of Zeb2 in neural development 22, 23, 24, 27, 28, 29 we investigated ND of *Zeb2* KO ESCs, subjecting them as EBs to ND using retinoic acid [modified from Ref. 51] (Fig. 1A). In Ctrl EBs, the very low Zeb2 mRNA levels increased between day d0 and d4 after withdrawal of 2i + LIF as well as during the acquisition of neural fate (between d4 and d6) and remained high till the end of our 15‐day ND protocol (Fig. 1B). The first Zeb2‐positive (Zeb2+) cells are detected by IHC on d6, being intense from d8 (*not shown*) till the end of the experiment (Fig. 1C). Absence of neural progenitor (Nestin+), neuronal (βIIITubulin+, Map2+), and astroglial (GFAP+) markers (IF; Fig. 1D‐1F; for quantifications of neural conversion for the ESC lines discussed here and for other lines, see Supporting Information Fig. S7, here panel C) showed that ND was abolished in *Zeb2* KO EBs. Thus, Zeb2 is crucial for mESCs to acquire neural fate, in line with observations that Zeb2 KD in hESCs makes these cells favor mesendoderm over neuroectoderm fate 33.

To validate whether *Zeb2* genetic inactivation of in mESCs would also yield increase in mesendoderm, we subjected *Zeb2* KO ESC to general differentiation (GD; Supporting Information Fig. S1C) allowing commitment to all cell fates for 15d, and monitored Zeb2 mRNA/protein in Ctrl cells (Supporting Information Fig. S1D, 1E) and stained for mesoderm, endoderm, and neural markers, respectively (Supporting Information Figs. S1F‐1H, S7E‐7G). This showed that *Zeb2* KO mESC have impaired early differentiation not restricted to ND, but which affects all three germ layers.

Gene expression changes in *Zeb2* KO mESCs after exposure to differentiating cues were also analyzed via 40 marker mRNAs for neuroectoderm, mesoderm, endoderm and pluripotency, respectively, using reverse transcription quantitative polymerase chain reaction (RT‐PCR) on d0, 4, 6, and 15 in Ctrl and *Zeb2* KO cells, in ND and GD. Importantly, Zeb2 “rescue” ESC lines were included in this RT‐qPCR analysis (d0 and d15; Supporting Information Fig. S2F, 2G) by introducing Zeb2 (N‐tagged with Flag_3_/Strep‐tag) as cDNA in *R26* (see Supporting Information Experimental Procedures) of *Zeb2* KO cells (hereafter named R26_Zeb2). This restored the differentiation of these ESCs (IHC/IF, RT‐qPCR, see Supporting Information Figs. S2A‐2E, S7C, 7E‐7G). The expression heatmap (Fig. 1G) with samples clustered based on quantile‐normalized expression values showed clear separations between d15 Ctrl and R26_Zeb2 cells both in GD and ND, the d6 Ctrl in ND, and the rest of the samples including d15 *Zeb2* KO cells, further supporting our observation that *Zeb2* KO ESCs stay largely uncommitted and display overall reduced differentiation capacity.

### Zeb2 Acts Preferentially as a Transcriptional Repressor Associated with Developmental Progression

Temporal RNA‐seq of Ctrl and *Zeb2* KO ESCs would show in more detail Zeb2‐dependent effects on early cell‐state/fate decisions and identified potential mediators of the impaired differentiation phenotype downstream of Zeb2. Here we chose ND wherein we can distinguish three stages that correspond in Ctrl cells to (i) ground‐state ESCs (d0, very low Zeb2 mRNA/protein), (ii) multipotent progenitors (d4, low Zeb2, cultured in presence of serum, induction of markers of three lineages are observed) (for details, see Supporting Information Fig. S3A‐3C; trophectoderm markers are documented in Supporting Information Fig. S3D), and (iii) early neural progenitors (d6, high Zeb2). 

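RNA was sequenced from control ESCs (Ctrl), whose Zeb2 alleles are flanked by loxP sites, and from Zeb2 KO ESCs. The paper describes KO lines made from such control lines and KO lines of a second derivation. Which of these were sequenced is not given. Cells of both genotypes were collected in 2i + LIF (d0) and on d4 and d6 of ND, with 3 libraries for each genotype and day and 18 libraries in all. The methods give 1 µM PD0325901 and 3 µM CHIR99021 for the d0 medium, and the sample labels give 0.4 µM and 1 µM. On d0 the cells were transferred to EB medium with 15% serum, and on d4 to N2B27 with 500 nM retinoic acid, which induces the neural fate in this protocol. The authors mapped single reads of 36 bp to GRCm38 with Tophat2, counted the reads of each annotated gene with featureCounts and converted the counts to TPM. They then removed short noncoding genes, genes below 5 TPM in all but 2 or fewer samples and the 20% of genes that varied least. The deposited table holds the TPM of the 10965 genes that passed, after 81 repeated identifiers were left out and the first entry of each kept. The TPM of these genes add up to between 880331 and 900309 in a library. TPM values carry no depth of their own, but a common length for each gene made its values whole numbers of reads in every library for all 10965 genes (within 1e-06 of a whole number), with 1 read added to each gene, which was subtracted again. The paper's own Table SV gives a mean count for each gene, compared here with these reads scaled by library and averaged over all 18 libraries. They differ by at most 0.000482% for the 1999 genes held of its d0 part. For the 1997 genes held of its d4 part the largest difference is 0.000483%. The reads on the 10965 genes numbered 11277127 to 14796961 (median 12384520) in Ctrl d0, 14340469 to 15617675 (median 14694711) in Ctrl d4 and 9699948 to 13352397 (median 12885329) in Ctrl d6. They numbered 9622622 to 14741304 (median 11583422) in KO d0, 10246746 to 12640972 (median 10251396) in KO d4 and 11100414 to 11877810 (median 11376022) in KO d6. A single read on a gene of 1 kb was worth between 0.238 and 0.371 TPM. Groups were compared with limma on log2(TPM + 1), with 1 model for the 6 groups of 3 libraries and Benjamini-Hochberg adjustment over all genes, and a difference was called at an adjusted p below 0.01. A log2 fold change on this scale is KO minus Ctrl unless stated otherwise, and it understates the change of genes with few transcripts. The median log2 fold change of all genes was -0.07 at d0, -0.16 at d4 and -0.14 at d6. It was -0.03, 0.00 and 0.01 after the libraries were rescaled by the median ratio of their genes, and -0.02, 0.00 and 0.02 after quantile normalization, so that a log2 fold change as given here lies up to 0.16 below one relative to all genes.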

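Zeb2 (ENSMUSG00000026872; chromosome 2, 44983632 to 45117395 of GRCm38, minus strand) was measured in every library. In Ctrl its mRNA was at 0.129 ± 0.00754 TPM (SD, n = 3 libraries) at d0, 1.36 ± 0.121 TPM at d4 and 7.66 ± 0.138 TPM at d6. These values rest on 13 to 19, 173 to 193 and 730 to 949 reads per library. In Zeb2 KO cells it was at 0.0216 ± 0.00526, 0.164 ± 0.0388 and 0.681 ± 0.0763 TPM (SD, n = 3), from 1 to 3, 12 to 24 and 71 to 84 reads per library. The deposited TPM of each gene also hold 1 added read, which these numbers of reads leave out, so that the TPM of the KO libraries at d0 come from 2 to 4 reads, 1 of them the added read. The rise in Ctrl had a log2 fold change of 1.06 between d0 and d4 (adjusted p = 4.62e-07) and of 2.94 between d0 and d6 (adjusted p = 1.45e-12). Zeb2 was lower in KO at d4, with a log2 fold change of -1.02 (adjusted p = 2.56e-06), and at d6, with -2.37 (adjusted p = 6.98e-11). The 3 KO libraries lay below the 3 Ctrl libraries on every day. At d0 the difference of -0.14 was not called (adjusted p = 0.36) at 46 reads over the 3 Ctrl libraries and 5 over the 3 KO libraries. The setting that moved this value most was limma's voom on the recovered reads, chosen after seeing the data, which gave -2.83 (adjusted p = 2.52e-04), and a pseudocount of 0.1 gave -0.92 (adjusted p = 0.00758). After quantile normalization, the rise in Ctrl between d0 and d4 was 0.38 (adjusted p = 0.0122). From d0 to d6 Zeb2 also rose in KO, by 0.72 (adjusted p = 3.39e-05).

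**Figure D1:**
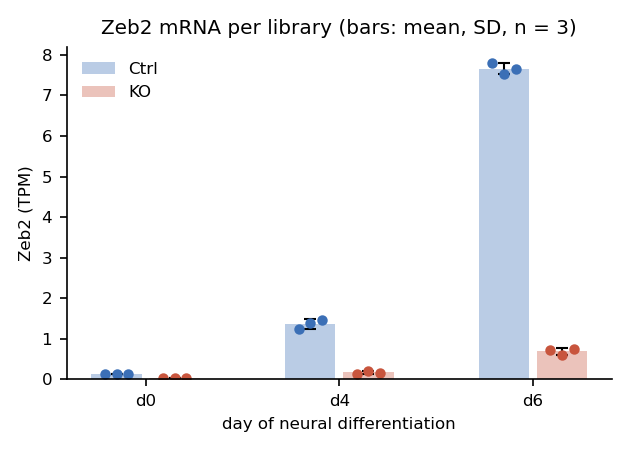
TPM of Zeb2 in Ctrl (blue) and Zeb2 KO (red) at d0, d4 and d6 of ND; points are libraries, bars are means and error bars SDs (n = 3). The Ctrl libraries of d6 lie between 7.53 and 7.81 TPM and the KO libraries of d6 between 0.594 and 0.733 TPM.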

For each stage we performed RNA‐seq for three independent experiments. 

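In a PCA of the 18 libraries over all 10965 genes, with each gene's log2(TPM + 1) centred and scaled to unit variance, PC1 held 45.2%, PC2 18.5% and PC3 15.0% of the variance. The mean scores on PC1 and PC2 were -80.6 and -8.21 in Ctrl at d0 and -98.1 and -19.0 in Zeb2 KO at d0. At d4 they were 45.4 and -49.7 in Ctrl and 2.46 and 38.8 in KO, and at d6 90.6 and -36.7 and 40.3 and 74.9. On PC2, the Ctrl mean thus moved below its d0 value and the KO mean above it. The distance between the Ctrl and KO means in the plane of PC1 and PC2 was 20.5 at d0, where the largest distance between replicates was 14.9. It was 98.3 at d4 and 122 at d6, against replicate distances of up to 14.2 and 18.7. On PC3 both genotypes at d4 had means below 0 (-45.3 in Ctrl and -57.2 in KO) and both at d6 means above 0 (43.9 and 23.9), while at d0 Ctrl was at 37.0 and KO in between, at -2.33. Leaving the genes unscaled moved PC1 most, to 59.9%, with 17.3% on PC2, and quantile normalization moved PC2 most, to 20.3%. With any 1 library left out, PC1 held between 43.8% and 46.8% and PC2 between 17.2% and 19.5%.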

PCA illustrated that both Ctrl and *Zeb2* KO on d0 are situated close together, but on d4 they already follow different trajectories (Fig. 2A). This coincides with the first induction of *Zeb2* (between d0 and d4 in Ctrl; Fig. 1B), indicating that Zeb2 influences cell‐fate decisions very early‐on when cells normally exit from their ground‐state and undergo lineage priming.

**Figure 2:**
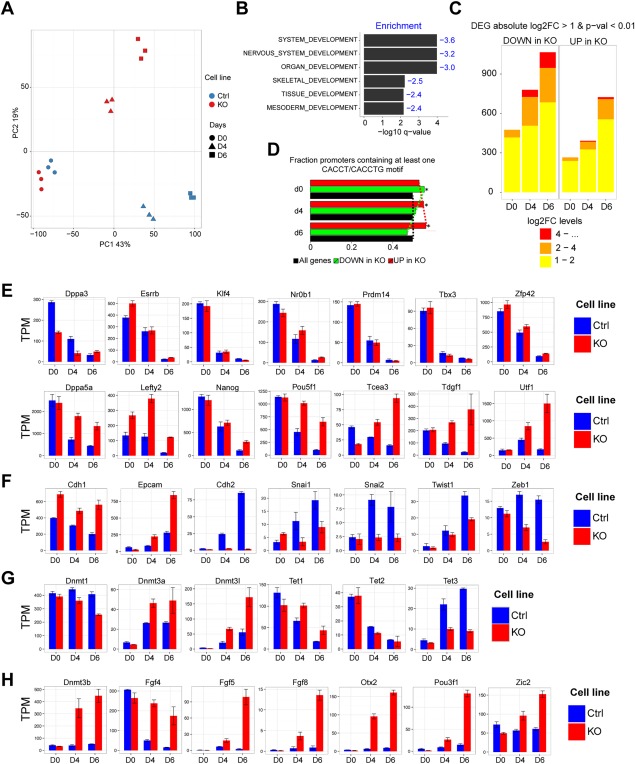
Analysis of temporal RNA‐seq. **(A)**: Principal component analysis based on transcripts per million (TPM). **(B)**: GSEA‐P for differentially expressed genes (DEG) in time‐series analysis. The height of the bar plot represents significance and the corresponding negative enrichment score is indicated (blue). **(C)**: Bar plot displays numbers of DEGs using pairwise DESeq2 test (|log 2FC| > 1 and *p* < 0.01). Colors represent binned absolute log2FC levels. **(D)**: Promoter analysis for putative bipartite Zeb2‐binding motifs (CACCT/CACCTG sequences with maximum gap of 45 bp; see main text) of DEGs between *Zeb2* KO versus Ctrl. Red bar = selective analysis for upregulated DEG, demonstrates statistical overrepresentation (Fisher's exact test *p* value = 1.044e‐08). Green bar = selective analysis for downregulated DEG points to underrepresentation. **(E‐H)**: TPM bar plots at the indicated time points for pluripotency‐related genes (E), selected epithelial‐to‐mesenchymal transition genes (F) and selected methylation‐related genes (G) and epiblast (H). Abbreviations: DEG, differentially expressed genes; TPM, transcripts per million.

To gain insight into what processes might be involved in the establishment of the early differences between Ctrl and *Zeb2* KO cells, we identified the top positive and negative genes that contribute to principal component 2 (PC2, which separates the lineage trajectories of Ctrl and *Zeb2* KO samples on the PCA plot) and performed gene ontology (GO) analysis using Gorilla software 52. This revealed that the top‐100 genes associated with *Zeb2* KO cells were enriched for terms that relate to peptide biosynthesis and metabolism, while the top‐100 genes associated with Ctrl cells were mainly enriched for epigenome‐related terms, such as histone modification and chromatin organization (for the gene lists, see Supporting Information Table SIII).

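All 200 genes of Table SIII are among the 10965 genes. The 100 genes that it associates with Zeb2 KO cells all had PC2 loadings on the side of the KO libraries, and the 100 that it associates with Ctrl cells all lay on the other side. Among the 100 strongest loadings of each side computed here, 69 were in the paper's list for KO and 69 in its list for Ctrl. With TPM not put on a log scale these numbers were 59 and 86. The genes of the KO list had a median log2 fold change of -0.12 at d0, 0.74 at d4 and 0.95 at d6, and those of the Ctrl list of 0.00, -0.54 and -0.67. At d4 and at d6 all 100 genes of the KO list were higher in KO and all 100 of the Ctrl list lower. The lists were chosen on these libraries, so these directions are no independent measurement. In the KO list, 10 names begin with Rpl or Rps. They include ribosomal protein genes such as Rpl8 and Rps9 and, by name, pseudogenes such as Rpl10a-ps1 and Rps13-ps2. In all, 27 genes of the list are annotated as pseudogenes, whose reads can be shared with their parent genes, so the 2 counts overlap. In the Ctrl list these numbers were 0 and 5. The median of the genes' mean TPM was 63.9 in the KO list and 46.2 in the Ctrl list. The GO terms were not analysed here.

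**Figure D2:**
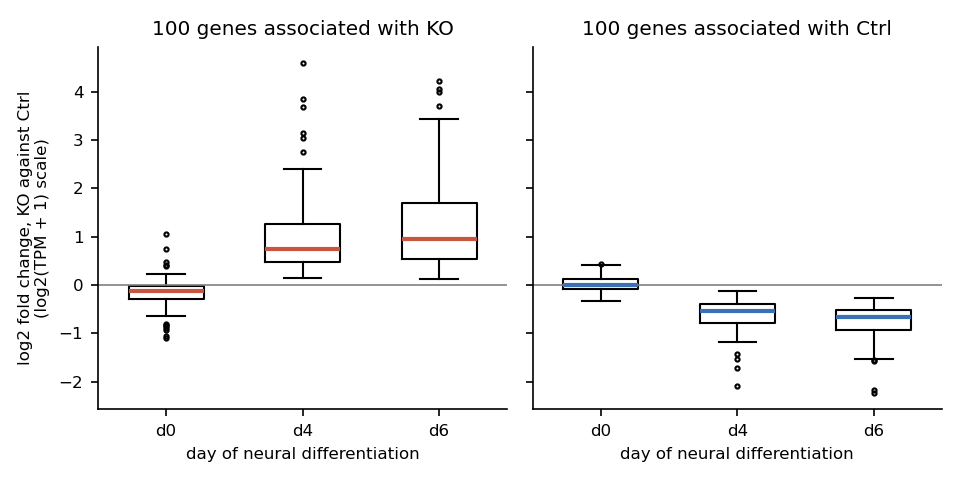
Log2 fold change between Zeb2 KO and Ctrl at d0, d4 and d6 for the 100 genes of Table SIII associated with KO (left) and the 100 associated with Ctrl (right). Boxes span the quartiles with the median as a coloured line, whiskers reach the last gene within 1.5 times the box, and points are the other genes; the medians at d6 are 0.95 and -0.67.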

We next applied a time‐series analysis (see Materials and Methods) on our RNA‐seq data set to assess the effect of the factor “time” and identify genes that have a different dynamic expression profile in KO versus Ctrl cells (Supporting Information Table SIV, RNASeq_Time_Series). 

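The change of each gene from d0 to d4 and from d0 to d6 was compared between Zeb2 KO and Ctrl in 1 moderated F test of limma, in which the difference between the genotypes at d0 is subtracted. At a Benjamini-Hochberg adjusted p below 0.01, 5340 of 10965 genes (48.7%) had a different course. By d6, 2219 of them had moved up and 3121 down in KO relative to Ctrl, and 2040 had moved by more than 1 on the log2 scale (779 up and 1261 down). The setting that moved the total most was restricting the test to genes with a mean TPM of at least 10, which gave 4243 genes. With any 1 library left out it stayed between 4799 and 5504. The rescaling by median ratios changed the split to 2776 up and 2616 down. Of the 40 genes that the paper names for its RNA-seq, 35 were among the 5340. The exceptions were Zfp42 (adjusted p = 0.0185), Tbx3 (0.0928), Prdm14 (0.316), Tet2 (0.417) and Twist1 (0.433). Because KO and Ctrl differed at d0 in whole chromosomal regions, as described for the pairwise comparison, part of these differences in course come from the d0 libraries. With the regional medians removed from each library, a setting chosen after seeing the data, 5043 genes passed the threshold.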

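The gene sets of the GSEA were not analysed here, and 4 lists of lineage markers, fixed before the data were examined, were tested in their place with limma's camera test on the change of the KO-Ctrl difference since d0, with Benjamini-Hochberg adjustment over 39 tests of 13 lists. Of the 20 neural markers of the list, 17 were among the 10965 genes. Their median difference moved by -2.74 on the log2 scale between d0 and d6 (adjusted p = 2.57e-08). For 13 endoderm markers it moved by -1.58 (adjusted p = 0.00104), for 11 mesoderm markers by -0.65 (adjusted p = 0.189) and for 11 trophectoderm markers by -0.71 (adjusted p = 0.258). By d4 the neural markers had moved by -1.04 (adjusted p = 0.00405).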

Gene set enrichment (GSEA) analysis 53 of genes displaying this different dynamic behavior showed strong negative enrichment for various differentiation/developmental categories within the top‐10 hits (Fig. 2B) and further confirmed that at least the vast majority of *Zeb2* KO cells in EBs indeed remain uncommitted. 

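Pax6 (ENSMUSG00000027168; chromosome 2, 105668900 to 105697364) rose in Ctrl from 0.615 ± 0.0289 TPM (SD, n = 3) at d0 to 17.2 ± 0.705 at d4 and 34.6 ± 0.697 at d6. In Zeb2 KO cells it was at 0.943 ± 0.341, 7.62 ± 0.576 and 0.825 ± 0.109 TPM (SD, n = 3). Its log2 fold change was -1.08 (adjusted p = 2.12e-06) at d4 and -4.29 (adjusted p = 9.65e-14) at d6. Pax6 thus rose in KO between d0 and d4, by 2.16 (adjusted p = 2.15e-10), and was back at its d0 level at d6, with -0.08 (adjusted p = 0.577). After quantile normalization Pax6 was lower in KO at d6 than at d0, with -0.87 (adjusted p = 4.95e-06), and higher in KO than in Ctrl at d0, with 0.49 (adjusted p = 0.00415). Zfp521 (ENSMUSG00000024420; chromosome 18, 13687013 to 13972787) was at 5.66 ± 0.728, 40.7 ± 1.43 and 40.9 ± 1.8 TPM in Ctrl and at 3.82 ± 0.368, 7.19 ± 0.694 and 5.22 ± 0.944 TPM in KO (SD, n = 3). The log2 fold changes were -2.35 (adjusted p = 2.65e-10) at d4 and -2.77 (adjusted p = 1.45e-11) at d6. Zfp521 was already lower in KO at d0, by a log2 fold change of -0.46 (adjusted p = 0.00568), a call that was lost under 10 of 28 other settings, 4 of which leave out 1 library. Its rise in KO from d0 to d4 of 0.76 (adjusted p = 2.97e-05) was 0.28 (adjusted p = 0.0577) after quantile normalization. Neurog1 (ENSMUSG00000048904; chromosome 13, 56250478 to 56252163) was at 3.03, 11.2 and 30.8 TPM in Ctrl and at 0.286, 0.39 and 0.793 TPM in KO (means, n = 3). It was lower in KO on all 3 days, by log2 fold changes of -1.62 (adjusted p = 7.48e-06) at d0, -3.12 (adjusted p = 2.27e-09) at d4 and -4.13 (adjusted p = 3.21e-11) at d6. In KO it did not change by d4, with 0.11 (adjusted p = 0.622), and its change by d6 of 0.47 (adjusted p = 0.0357) was called only with a pseudocount of 0.1, as 1.17 (adjusted p = 0.00135).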

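Over the 17 neural markers, the median log2 fold change was -0.12 at d0, -0.96 at d4 and -2.83 at d6. In limma's camera test, with Benjamini-Hochberg adjustment over the 8 tests of 4 lists at d4 and d6, the adjusted p was 0.00165 at d4 and 1.08e-08 at d6. At d4, 15 of the 17 markers were lower in KO, and 11 of them were called with adjustment over all genes and 12 when adjusted over the list alone, while 1 marker was called higher either way. At d6 all 17 were lower and all 17 were called either way. The median of their mean TPM at d6 was 34.6 in Ctrl and 2.91 in KO. The setting that moved these medians most was voom on the recovered reads, with -1.90 at d4 and -4.15 at d6. Between d0 and d6 the median change was 3.46 in Ctrl and 0.51 in KO, and 7 markers were called higher and 3 lower in KO at d6 than at d0. Sox1, Tubb3 and Irx3 lie on chromosome 8, where KO and Ctrl differed as a whole at d0. With the regional medians removed, the list medians were -0.98 at d4 and -2.86 at d6.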

We also (re‐)confirmed that *Zeb2* KO cells do not acquire neural fate (using *Pax6*, *Zfp521,* and *Neurog1*; Supporting Information Fig. S3A). 

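Gbx2 (ENSMUSG00000034486; chromosome 1, 89927956 to 89931179) was at 22.7 ± 3.76, 61.5 ± 8.77 and 40.1 ± 0.839 TPM (SD, n = 3) in Ctrl at d0, d4 and d6. In Ctrl it was at 271% of its d0 level at d4 (adjusted p = 1.37e-05) and had risen by 0.81 on the log2 scale at d6 (adjusted p = 0.00207). The call at d6 was lost after median-ratio rescaling, with 0.52 (adjusted p = 0.0274), after quantile normalization, with 0.48 (adjusted p = 0.0289), and without Ctrl d0 replicate 3, with 0.70 (adjusted p = 0.0125). In Zeb2 KO cells it was at 25.4 ± 7.61, 14.9 ± 3.28 and 16.1 ± 3.47 TPM (SD, n = 3), a change of -0.70 until d4 (adjusted p = 0.00712) that was not called without either of KO d0 replicates 1 and 2 or KO d4 replicates 1 and 2. Until d6 the change in KO was -0.60 (adjusted p = 0.0162), which was called after median-ratio rescaling, with -0.77 (adjusted p = 0.00265), after quantile normalization, with voom on the recovered reads and without KO d0 replicate 3 or KO d6 replicate 1. The log2 fold change between KO and Ctrl was -1.99 (adjusted p = 1.04e-06) at d4 and -1.29 (adjusted p = 5.5e-05) at d6. At d0 KO and Ctrl did not differ in Gbx2, with 0.12 (adjusted p = 0.688).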

The early‐neuroectoderm markers *Gbx2* and *Hoxa1* previously shown to be correctly induced upon differentiation in Zeb2 KD hESCs 33, were not induced in *Zeb2* KO mESCs. This indicates that genetic inactivation of *Zeb2* results in a more severe neural acquisition phenotype than the KD (Supporting Information Fig. S3A). We examined the expression of other cell lineage markers in our RNA‐seq data to exclude that *Zeb2* KO cells would preferentially induce non‐neural fates (Supporting Information Fig. S3B‐3D). Although a small increase in those markers was observed in Ctrl EBs, they were either almost absent (for mesoderm, Supporting Information Fig. S3C) or markedly lower (trophectoderm and endoderm; Supporting Information Fig. S3B, 3D) in Zeb2‐deficient EBs.

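The markers of other lineages were read from lists fixed in advance, of which 13 of 16 endoderm, 11 of 20 mesoderm and 11 of 13 trophectoderm genes were in the deposited table. In Ctrl the median change between d0 and d6 on the log2 scale was 3.02 for endoderm, 2.49 for mesoderm and 2.41 for trophectoderm markers. In Zeb2 KO cells it was 1.62, 1.29 and 2.01. The median of the mean TPM at d6 was 18.7 in Ctrl and 3.16 in KO for endoderm, 7.66 and 4.02 for mesoderm, and 16.9 and 8.63 for trophectoderm. The endoderm list had a median log2 fold change between KO and Ctrl of -0.43 at d4 (camera adjusted p = 0.311) and -2.19 at d6 (camera adjusted p = 3.87e-04). All 13 endoderm markers were lower in KO at d6, and 12 were called, both with adjustment over all genes and when adjusted over the list alone. Mean TPM at d6 in Ctrl and KO were 24.9 and 1.59 for Afp (log2 fold change -3.21 (adjusted p = 9.83e-09)), 24.4 and 4.7 for Ttr (-2.19 (adjusted p = 3.1e-07)) and 19.2 and 3.16 for Gata6 (-2.30 (adjusted p = 1.99e-08); n = 3). The mesoderm list had medians of -0.51 at d4 and -0.79 at d6, neither called by camera (adjusted p = 0.160 on both days), with 4 markers called lower at d4 and 7 lower and 1 higher at d6. These counts were the same when adjusted over the list alone. After median-ratio rescaling the mesoderm list was called at d4, with -0.36 (adjusted p = 0.0497; 0.0497 to 0.229 over the alternatives). Meox1 was at 208 TPM in Ctrl at d4 and 0.917 in KO (log2 fold change -6.78 (adjusted p = 1.04e-12)). Eomes was the marker higher in KO at d6, with 9.93 TPM against 2.0 in Ctrl (1.86 (adjusted p = 1.66e-06)). The trophectoderm list had medians of -0.77 at d4 and -0.87 at d6 (camera adjusted p = 0.250 and 0.160), with 7 markers called lower on each day. Called higher at d4 was Tead4, and Krt18 too when adjusted over the list alone. Krt19 was lower in KO at d6, with -1.32 (adjusted p = 1.01e-04), while Krt8 and Krt18 were not, with 298 TPM in KO against 301 in Ctrl for Krt8 (-0.08 (adjusted p = 0.834)) and 1373 against 961 for Krt18 (0.48 (adjusted p = 0.133)). Under limma's fry test, which takes the correlation between genes from the libraries, all 8 tests of the 4 lists, neural included, had an adjusted p below 0.05. Restricting the test to genes with a mean TPM of at least 10 moved the trophectoderm list most, to -0.10 at d4 and -0.08 at d6.

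**Figure D3:**
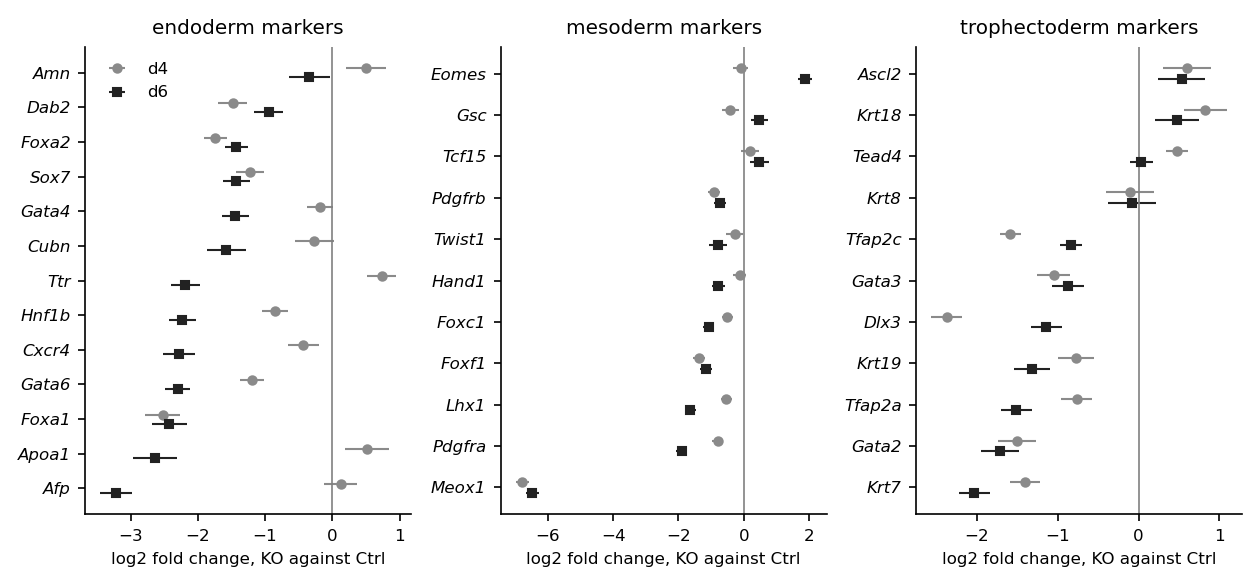
Log2 fold change between Zeb2 KO and Ctrl of endoderm, mesoderm and trophectoderm markers at d4 (grey circles) and d6 (black squares), on the log2(TPM + 1) scale; error bars are standard errors of the limma model (n = 3 libraries per group). All 13 endoderm markers lie below 0 at d6, as do 8 of 11 mesoderm and 8 of 11 trophectoderm markers.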

While this RNA‐seq data analysis significantly expands our previous characterization of the cells and confirms that *Zeb2* inactivation globally affects ESC differentiation, it also provided the possibility to discover potential Zeb2‐dependent candidate genes responsible for the impaired differentiation of *Zeb2* KO ESCs. Therefore, we performed pairwise RNA‐seq analysis at all three time‐points and identified DEGs (*p* value <0.01 and log 2 Fold Change (FC) >1; Supporting Information Table SV, RNAseq_Pairwise). 

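With the paper's thresholds (p below 0.01 and an absolute log2 fold change above 1) applied to limma's unadjusted p, 196 genes were up and 308 down in Zeb2 KO cells at d0, 239 up and 839 down at d4, and 511 up and 1207 down at d6. Of these, 176, 303, 234, 831, 506 and 1197, in the same order, also had a Benjamini-Hochberg adjusted p below 0.01. The threshold on the fold change moved these numbers most: above 0.5 they were 829, 1148, 749, 2468, 1337 and 2775. The share of DEGs that were up was 38.9%, 22.2% and 29.7% at d0, d4 and d6. It was 44.4%, 34.7% and 42.1% after median-ratio rescaling and 52.1%, 47.1% and 52.7% after quantile normalization. The 3 KO libraries and the 3 Ctrl libraries did not overlap in 51.5% of all genes at d0, 65.7% at d4 and 63.7% at d6, where chance gives 10%. Among genes with no overlap and an adjusted p below 0.01, the log2 fold changes were lowest at d0 in BC049730 (-3.22), Chst11 (-2.61), H19 (-2.55), Rhox13 (-2.51) and Foxn4 (-2.51) and highest in Nkx1-2 (2.78), Pramel7 (2.66), BC147527 (2.55), Gm15698 (2.25) and Cyp1a1 (2.21). At d4 they were lowest in Meox1 (-6.78), Arg1 (-6.24), Cyp26a1 (-6.24), Zfp703 (-6.04) and Hoxb1 (-5.62) and highest in Cbr3 (4.59), Fgf15 (3.97), Enpp2 (3.85), Otx2 (3.68) and Vrtn (3.62). At d6 they were lowest in Dbx1 (-8.11), Sst (-7.03), Stra8 (-6.70), Crabp1 (-6.49) and Meox1 (-6.47) and highest in Fgf5 (4.89), Trh (4.55), Vrtn (4.31) and Cbr3 (4.22).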

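The DEGs at d0 were not spread evenly over the genome. Chromosome 17 from 60 Mb to its end holds 113 of the 10965 genes (1.03%), but 52 of the 308 genes down in Zeb2 KO at d0 (16.9%) and 0 of the 196 up. Among genes with a mean TPM of at least 10, the median log2 fold change relative to all genes at d0 was -0.96 for the 87 genes of this region. It was 0.43 for 556 genes of chromosome 8, 0.45 for 354 genes of chromosome 12, 0.16 for 408 genes of chromosome 6 and -0.45 for 34 genes of chromosome 14 from 100 Mb on. The 5 genes of highest mean TPM in these regions were Srsf7, Msh6, Vapa, Wdr43 and Dpy30 on distal chromosome 17, Mt2, Mt1, Eif4ebp1, Lamp1 and Mcm5 on chromosome 8, Fkbp3, Ahsa1, 2010107E04Rik, Gm6863 and Ckb on chromosome 12, Rpl38-ps2, Cct7, Rps4l, Pcbp1 and Ybx3 on chromosome 6, and Ipo5, Uchl3, Tpm3-rs7, Spry2 and Tm9sf2 on distal chromosome 14. Together the shifted regions hold 1825 genes (16.6%), but 62 of the up (31.6%) and 88 of the down DEGs (28.6%) at d0. At d4 they held 29 of the up (12.1%) and 160 of the down DEGs (19.1%), and at d6 67 (13.1%) and 209 (17.3%). Over whole chromosomes, 17 of 60 pairs of chromosome and day lay beyond random lists of genes of like expression (10000 lists, adjusted over 60 tests), 10 of them at d0. With protein-coding genes only, this number was 10. At d0 the shift was 0.401 on chromosome 8 and 0.427 on chromosome 12, and with 1e-04 their p before adjustment was the smallest that the lists can give. On chromosome 12 all windows of 10 Mb called at d0 lay beyond 40 Mb. On chromosome 6 only the window from 130 to 140 Mb was called at d0, with 0.33. At d4 the shift of distal chromosome 17 between KO and Ctrl was 0.05 and at d6 0.08. Between d0 and d4 its median changed by -0.95 in Ctrl and 0.02 in KO, and between d0 and d6 by 0.99 in KO and 0.00 in Ctrl. In the 18 libraries, distal chromosome 17 lay above its mean over the groups in Ctrl d0, Ctrl d6 and KO d6 and below it in KO d0, Ctrl d4 and KO d4. With the regional medians removed from each library, a setting chosen after seeing the data, 184 genes were up and 247 down at d0, 241 and 833 at d4, and 519 and 1194 at d6.

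**Figure D4:**
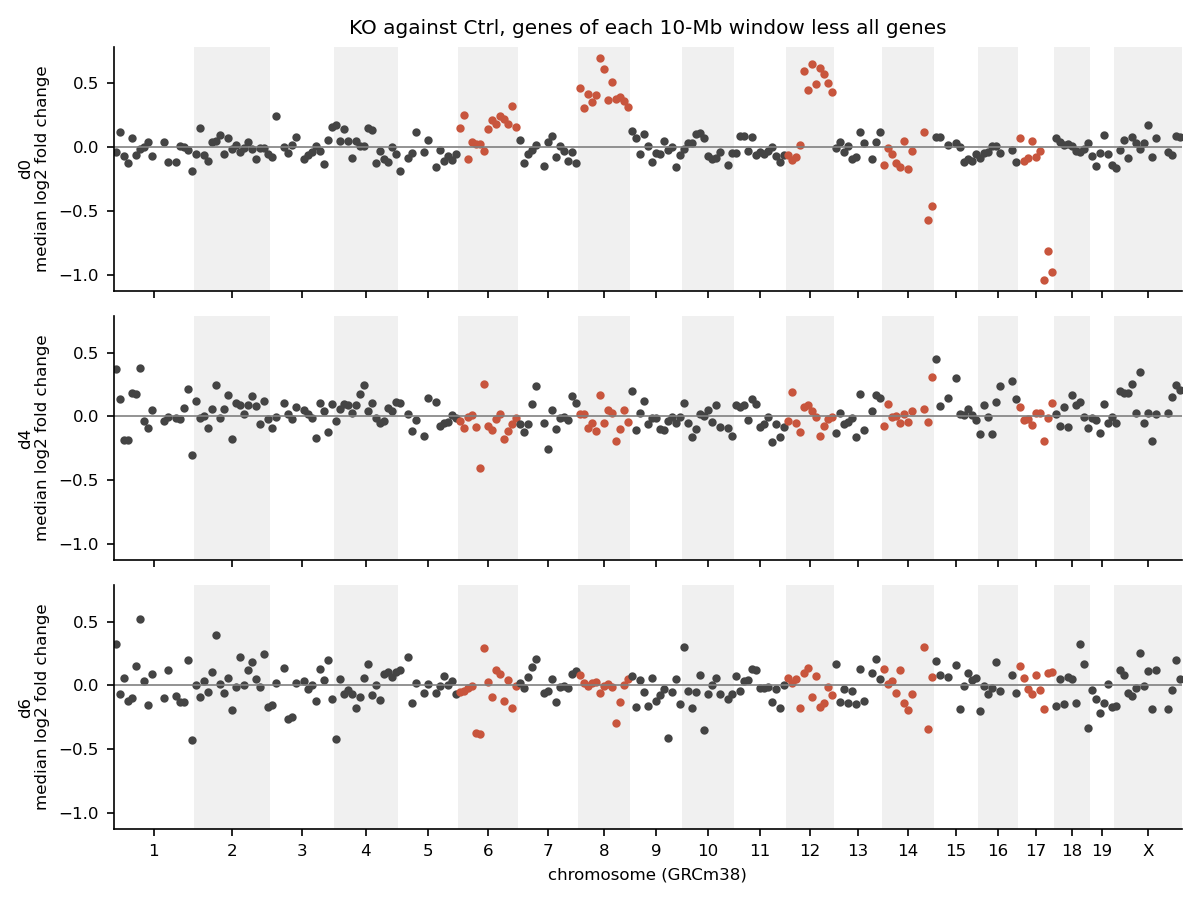
Median log2 fold change between Zeb2 KO and Ctrl of the genes in windows of 10 Mb, less the median of all genes, along the chromosomes of GRCm38 at d0, d4 and d6; windows of chromosomes 6, 8, 12, 14 and 17 are red and the others dark grey. At d0 the called windows of distal chromosome 17 lie between -1.04 and -0.81.

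**Figure D5:**
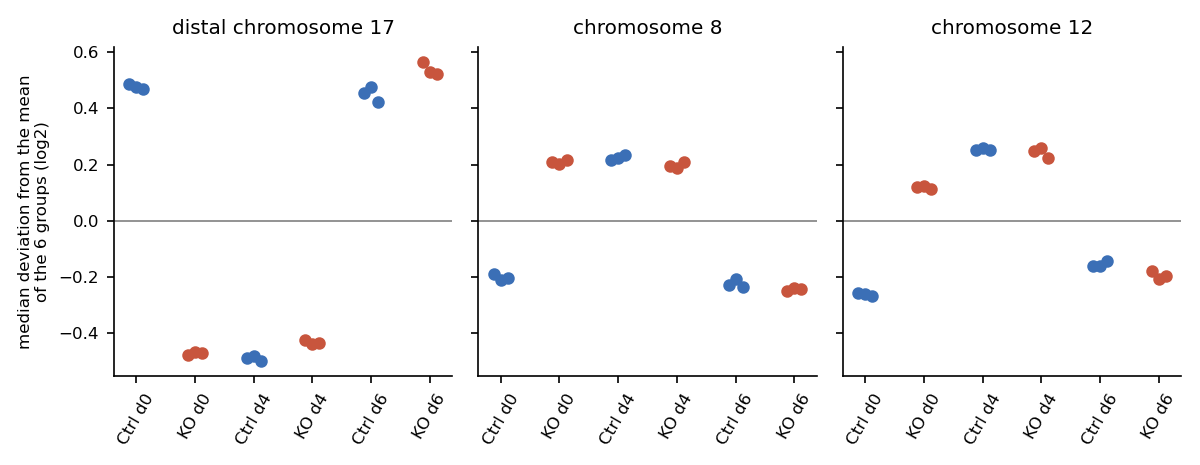
Deviation of the genes of distal chromosome 17, chromosome 8 and chromosome 12 from their mean over the 6 groups, as the median over genes in each library (log2); each point is a library, Ctrl in blue and Zeb2 KO in red. On distal chromosome 17 the libraries of KO d0, Ctrl d4 and KO d4 lie below 0 and the others above it.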

Consistent with the divergent PCA trajectories we observed an increase in both number of DEGs and their FC over time (Fig. 2C).

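The total of DEGs was 504 at d0, 1078 at d4 and 1718 at d6. With any 1 library left out, the total lay between 1012 and 1135 at d4 and between 1677 and 1770 at d6. The median absolute log2 fold change of up DEGs was 1.28 at d0, 1.34 at d4 and 1.42 at d6, and that of down DEGs 1.19, 1.43 and 1.47. Values above 2 were reached by 4.08%, 12.1% and 18.0% of up DEGs and by 4.55%, 22.3% and 29.2% of down DEGs. An absolute log2 fold change above 4 was seen in 0 genes at d0, in 1 up and 15 down DEGs at d4, and in 5 up and 71 down DEGs at d6. The largest was 3.22 at d0, 6.78 at d4 and 8.11 at d6. When each group of 6 libraries was split in the 9 other ways into 3 against 3, the largest number of DEGs was 17 at d0, 19 at d4 and 36 at d6. Each of these splits has both genotypes on each side, so that the KO-Ctrl difference widens the spread within groups. Their numbers are therefore no rate of false calls.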

Upon neural induction the majority of genes that were either up or down on d4 (multipotent progenitor stage) maintained this status on d6 (early neural progenitor), 69% and 72%, respectively. 

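Of the 239 genes up at d4, 174 (72.8%) were also up DEGs at d6, and of the 839 down at d4, 561 (66.9%) were also down DEGs at d6. The direction was kept more widely, in 227 of 239 genes (95.0%) and in 797 of 839 (95.0%), whether or not a gene passed the thresholds at d6. DEGs of the opposite direction at d6 were 3 of the up and 4 of the down genes. The median log2 fold change of the up genes was 1.34 at d4 and 1.56 at d6, and that of the down genes -1.43 and -1.35. At d6 the log2 fold change was further from 0 than at d4 in 131 of the up and 357 of the down genes. At d0, 8 of the up and 52 of the down genes had already been DEGs of the same direction. The settings that moved these shares most were a pseudocount of 5 for the up genes, with 77.2%, and quantile normalization for the down genes, with 61.0%. With any 1 library left out the shares lay between 69.5% and 74.0% and between 63.9% and 68.2%.

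**Figure D6:**
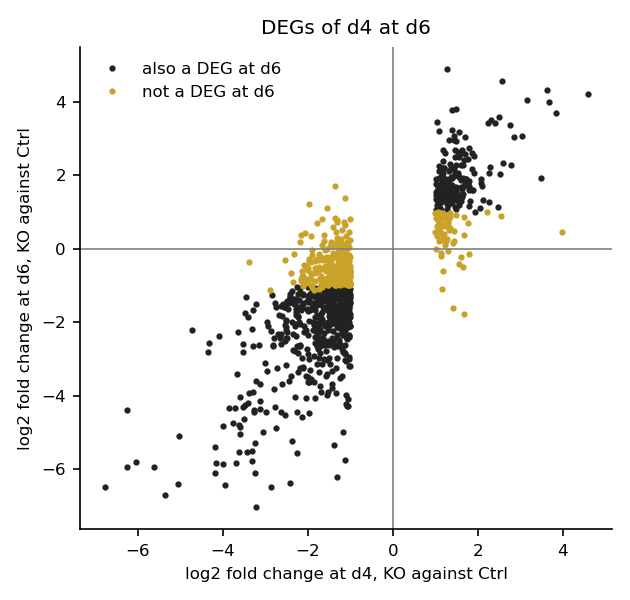
Log2 fold change between Zeb2 KO and Ctrl at d4 (horizontal) and d6 (vertical) of the 1078 DEGs of d4; each point is a gene, black where it is a DEG of the same direction at d6 and yellow where it is not. In both directions 95.0% of the genes lie on the same side of 0 at d6.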

Numbers of DEGs increased between d4 and d6. 

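At d6, 337 of the 511 up DEGs and 646 of the 1207 down DEGs had not been DEGs of that direction at d4.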

To further filter for direct transcriptional regulation by Zeb2 we performed binding motif analysis within promoters (2 kb up and downstream of the transcription start site, TSS) of DEGs. We searched for two motifs, the E‐box sequence 5′‐CACCTG‐3′ and 5′‐CACCT‐3′, interspaced by 45 bp max 54. The genes upregulated during differentiation in *Zeb2* KO cells showed an increase in enrichment for the selected Zeb2‐binding motifs (Fig. 2D, red bars and line), while the opposite trend was observed for downregulated genes (Fig. 2D, green bars and line). This suggests that Zeb2 functions preferentially as a transcriptional repressor during differentiation.

### *Zeb2* KO ESCs Stall in an Epiblast‐like State

Zeb2‐deficiency leads to impaired differentiation of ESCs and Zeb2 preferentially acts as repressor. We, therefore, investigated whether the pluripotency network was properly silenced in *Zeb2* KO ESCs, in particular the genes associated with the naïve state and known as rapidly downregulated upon withdrawal of 2i + LIF 38. *Klf4*, *Tbx3*, *Zfp42*, *Prdm14*, *Essrb, Nr0b1,* and *Dppa3* were all properly downregulated in both *Zeb2* KO and Ctrl ESCs (Fig. 2E, upper panel). However, a significant set of factors that are part of a larger pluripotency network or involved in initiation of differentiation were not at all or only partially downregulated, such as *Lefty2*, *Tcea3*, *Dppa5a*, *Utf1,* and *Tdgf1* 44, 45 (Fig. 2E, lower panel). This group also included *Pou5f1* and *Nanog*, key players in the acquisition of pluripotency and early development 55, 56. 

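All 7 genes were called lower at d4 and at d6 than at d0, in Ctrl and in Zeb2 KO cells. At d0 their mean TPM in Ctrl was 202 for Klf4, 90.6 for Tbx3, 851 for Zfp42, 142 for Prdm14, 378 for Esrrb, 288 for Nr0b1 and 287 for Dppa3, and in KO 192, 96.1, 964, 145, 499.6, 244 and 142 (n = 3). The share of the d0 level left at d6 in Ctrl and KO was 5.47% and 3.03% for Klf4, 9.2% and 6.64% for Tbx3, 11.2% and 14.5% for Zfp42 and 4.83% and 3.33% for Prdm14. It was 6.04% and 7.36% for Esrrb, 4.53% and 10.8% for Nr0b1 and 11.5% and 34.7% for Dppa3. Over the list, the median log2 fold change between KO and Ctrl was 0.03 at d0, 0.04 at d4 and 0.55 at d6. At d6, KO was higher than Ctrl in Zfp42 (log2 fold change 0.55 (adjusted p = 1.15e-05)), Esrrb (0.67 (adjusted p = 2.84e-05)), Nr0b1 (0.97 (adjusted p = 8.84e-06)) and Dppa3 (0.58 (adjusted p = 0.00275)), and lower in Klf4 (-0.83 (adjusted p = 5.07e-05)). The d6 call of Dppa3 was lost without Ctrl d6 replicate 1, with 0.43 (adjusted p = 0.0197), without KO d6 replicate 2 or 3, and in a fit to the libraries of that day alone. Dppa3 (ENSMUSG00000046323) fell in KO to 41.5 ± 10.5 TPM (SD, n = 3) at d4 and was at 49.3 ± 5.14 at d6, a change of 0.27 between these days (adjusted p = 0.145). Before that it was lower in KO, with -1.01 (adjusted p = 6.09e-05) at d0 and -1.40 (adjusted p = 1.1e-06) at d4. Esrrb was called higher in KO at d0, with 0.40 (adjusted p = 0.00519). This call was lost after quantile normalization (adjusted p = 0.0124), with the replicate number as a block (adjusted p = 0.0163) and without any 1 of the d0 libraries. Esrrb lies on chromosome 12 beyond 40 Mb, where KO was higher at d0 as a whole, and with the regional medians removed its difference at d0 was -0.01. Zfp42 lies on chromosome 8 and Dppa3 on chromosome 6, which were also shifted at d0.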

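In Ctrl, 133, 126 and 19.3 TPM of Lefty2, 46.1, 29.8 and 16.0 of Tcea3, 2499, 726 and 442 of Dppa5a, 147, 449 and 175 of Utf1 and 202, 95.0 and 25.1 of Tdgf1 were measured at d0, d4 and d6 (means, n = 3). In Zeb2 KO cells Lefty2 was at 142% of its d0 level at d4 and 45.9% at d6, and Dppa5a at 74.9% of its d0 level at d4 and 56.0% at d6. Lefty2 was higher in KO at d4 than at d0, by 0.50 (adjusted p = 0.00204), a call lost after median-ratio rescaling, with 0.33 (adjusted p = 0.0342), and lower at d6, by -1.11 (adjusted p = 4.78e-07). Dppa5a was lower in KO on both days. At d6 Lefty2 and Dppa5a were above Ctrl by log2 fold changes of 2.61 (adjusted p = 4.74e-11) and 1.59 (adjusted p = 7.58e-09). The d4 call of the fall of Dppa5a, -0.41 (adjusted p = 0.00506), was lost without KO d0 replicate 1 or 3 or KO d4 replicate 2 or 3. Tcea3 rose in KO, to 299.5% of its d0 level at d4 and 519% at d6, as did Utf1, to 527% of its d0 level at d4 and 937% at d6. Utf1 also rose in Ctrl at d4, to 306% of its d0 level, and was at 119% at d6. Tdgf1 was in KO at 129.8% of its d0 level at d4 and 181% at d6, with 374 ± 126 TPM (SD, n = 3) at d6. The log2 fold changes at d6 were 2.48 (adjusted p = 4.55e-13) for Tcea3, 3.08 (adjusted p = 9.73e-11) for Utf1 and 3.81 (adjusted p = 1.07e-11) for Tdgf1. At d4 all 5 genes were already higher in KO, by log2 fold changes between 0.84 and 1.60. At d0 Lefty2 was higher in KO, by 1.01 (adjusted p = 1.23e-05), and Tcea3 lower, by -1.30 (adjusted p = 1.16e-08), while the other genes did not differ.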

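Pou5f1 (ENSMUSG00000024406; chromosome 17, 35506018 to 35510772) was at 1139 ± 22.4, 453 ± 65.8 and 101 ± 11.3 TPM (SD, n = 3) in Ctrl at d0, d4 and d6. In Zeb2 KO it was at 1127 ± 69.3, 1015 ± 40.3 and 652 ± 81.7 TPM. At d4 and d6 39.7% and 8.85% of the d0 level were left in Ctrl and 90.0% and 57.9% in KO. Its log2 fold change was -0.02 (adjusted p = 0.922) at d0, 1.17 (adjusted p = 1.57e-07) at d4 and 2.68 (adjusted p = 3.81e-12) at d6. Nanog (ENSMUSG00000012396; chromosome 6, 122707489 to 122714633) was at 1278 ± 45.4, 631 ± 97.7 and 112 ± 18.5 TPM (SD, n = 3) in Ctrl, and at 1199 ± 109, 711 ± 57.7 and 299.8 ± 28.3 in KO. This left 49.4% and 8.78% of the d0 level in Ctrl and 59.3% and 25.0% in KO. Nanog fell in KO between d0 and d6 by 2.00 on the log2 scale (adjusted p = 2.01e-10). Between KO and Ctrl it did not differ at d0, with -0.10 (adjusted p = 0.565), nor at d4, with 0.18 (adjusted p = 0.204), and was higher in KO at d6, with 1.42 (adjusted p = 3.69e-08). Voom on the recovered reads called its difference at d4, with 0.35 (adjusted p = 0.00641). Over the 7 genes from Lefty2 to Nanog the median log2 fold change was -0.02 at d0, 1.17 at d4 and 2.61 at d6.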

All genes in the latter group contain putative binding sites for Zeb2 within 2 kb from their TSS, suggesting that Zeb2 is a candidate direct repressor of (at least some) genes involved in pluripotency maintenance. 

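The E-cadherin gene Cdh1 (chromosome 8, 106603351 to 106670246) was at 398 ± 6.21, 306 ± 6.19 and 201 ± 19.0 TPM (SD, n = 3) in Ctrl at d0, d4 and d6, and at 689 ± 35.1, 485 ± 34.1 and 561 ± 56.7 TPM in Zeb2 KO. KO differed from Ctrl by 0.79 (adjusted p = 1.18e-06) at d0, 0.66 (adjusted p = 2.68e-06) at d4 and 1.48 (adjusted p = 1.19e-10) at d6. Cdh1 lies on chromosome 8, where KO was higher than Ctrl at d0 as a whole. Its change in KO between d0 and d6 was -0.30 (adjusted p = 0.00194), and 0.16 (adjusted p = 0.0783) with the regional medians removed. Epcam (chromosome 17, 87635979 to 87651129) rose in Ctrl from 62.7 ± 8.96 TPM at d0 to 85.5 ± 6.69 at d4 and 281 ± 21.3 at d6, and in KO from 28.0 ± 6.66 to 224 ± 27.1 and 842 ± 53.4 (SD, n = 3). It was lower in KO at d0, by -1.15 (adjusted p = 1.46e-05), and higher at d4, by 1.38 (adjusted p = 1.1e-06), and d6, by 1.58 (adjusted p = 1.16e-07). Epcam lies on distal chromosome 17, where KO was lower at d0 as a whole, and with the regional medians removed its difference at d0 was -0.25 (adjusted p = 0.222). Cdh2 (chromosome 18, 16588877 to 16809246) rose in Ctrl from 2.72 to 24.2 and 85.2 TPM (means, n = 3) and was at 1.4, 2.75 and 1.97 in KO. Its log2 fold change was -2.75 (adjusted p = 1.27e-11) at d4 and -4.87 (adjusted p = 4.07e-15) at d6. In KO Cdh2 was higher at d4 than at d0, with 0.64 (adjusted p = 4.32e-05), and not called at d6, with 0.30 (adjusted p = 0.0159). These values were -0.07 and -0.56 after quantile normalization, and the d6 value was called higher with a pseudocount of 0.1, with eBayes without trend and without KO d6 replicate 2. Snai1 was lower in KO at d4 (-1.55 (adjusted p = 1.57e-04)) and d6 (-1.03 (adjusted p = 0.0033)), as were Snai2 (-1.60 (adjusted p = 3.99e-05) and -1.40 (adjusted p = 9.78e-05)) and Zeb1 (-1.17 (adjusted p = 1.58e-06) and -2.17 (adjusted p = 5.82e-10)). The d6 call of Snai1 was lost after median-ratio rescaling, after quantile normalization, with the replicate number as a block and without Ctrl d6 replicate 1 or 3 or KO d6 replicate 2 or 3, with values from -0.81 to -1.03. In Ctrl, Zeb1 itself was at 12.9, 17.0 and 15.5 TPM, and its change between d0 and d6 was 0.24 (adjusted p = 0.0968), or -0.44 (adjusted p = 0.00500) after quantile normalization. Twist1 rose in both genotypes until d6, by 3.36 in Ctrl (adjusted p = 8.02e-09) and 2.91 in KO (adjusted p = 5.41e-08). The difference of Twist1 between KO and Ctrl was -0.28 (adjusted p = 0.388) at d4 and -0.78 (adjusted p = 0.0191) at d6, not called on either day, and was called at d6 in a fit to the libraries of that day alone, with -0.78 (adjusted p = 3.81e-04), with a pseudocount of 5 and with voom on the recovered reads.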

In line with the role of Zeb2 in EMT 19 we observed that in *Zeb2* KO cells *Cdh1*expression remains high, *Epcam* is strongly induced and *Cdh2*, *Snai‐1*/*2*, *Twist1,* and *Zeb1* were not induced to the same extent in differentiation conditions (Fig. 2F). This confirms that these ESCs have defective EMT consistent with previously documented roles of Zeb2, including downregulation of *Cdh1*, in other cell types.

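Of the 7 genes of this group, 2 were called higher in Zeb2 KO (Cdh1 and Epcam) and 4 lower, at d4 and at d6 alike, both with adjustment over all genes and when adjusted over the list alone. The median log2 fold change of the 7 was -0.19 at d0, -1.17 at d4 and -1.03 at d6. As a list of genes moving in 1 direction they were not called by the camera test at d0 (adjusted p = 0.871), d4 (adjusted p = 0.689) or d6 (adjusted p = 0.657; 39 tests of 13 lists and 3 days). Because members were called in both directions, this test cannot decide whether the group changed. The fry test gave an unadjusted p of 0.0485 at d0, 8.65e-09 at d4 and 3.81e-11 at d6. Between d0 and d6 the 5 mesenchymal genes Cdh2, Snai1, Snai2, Twist1 and Zeb1 changed in Ctrl by 4.54, 2.28, 1.35, 3.36 and 0.24, and Cdh1 by -0.99. In KO Snai1, Snai2 and Zeb1 changed over the same days by 0.41 (adjusted p = 0.175), 0.13 (adjusted p = 0.634) and -1.74 (adjusted p = 2.87e-09).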

Both *Dnmt3b* (Fig. 2H) and *Dmt3l* (Fig. 2G) have putative Zeb2‐binding sites and were upregulated in *Zeb2* KO during differentiation. Together with other genes they determine DNA‐methylation at this stage, hence we monitored *Dnmt1*, *Dnmt3a, Tet1*, *Tet2,* and *Tet3* expression 10, 12, 14, 15. In addition to high expression of all three *Dnmt3* genes, the *Tet1/2* to *Tet3* expression switch is only partially achieved; it normally occurs during transition from pluripotent stem cells to differentiated cells 15, but in our case *Tet3* induction is limited and *Tet1* expression is higher (Fig. 2G).

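Dnmt3b (ENSMUSG00000027478; chromosome 2, 153649450 to 153687730) was at 41.5 ± 4.51, 40.6 ± 6.89 and 52.7 ± 1.7 TPM (SD, n = 3) in Ctrl at d0, d4 and d6. In Zeb2 KO it was at 33.4 ± 1.3, 345 ± 78.4 and 448 ± 53.7 TPM. The log2 fold change was -0.30 (adjusted p = 0.125) at d0, 3.05 (adjusted p = 1.62e-10) at d4 and 3.06 (adjusted p = 5.37e-11) at d6. Dnmt3l (ENSMUSG00000000730; chromosome 10, 78041947 to 78063622) rose in both genotypes, from 4.36 ± 0.269 TPM at d0 to 21.2 ± 4.54 at d4 and 55.6 ± 11.2 at d6 in Ctrl, and from 2.0 ± 0.113 to 67.3 ± 5.33 and 172 ± 31.7 in KO (SD, n = 3). It was higher in KO at d4, with a log2 fold change of 1.64 (adjusted p = 3.93e-07), and d6, with 1.62 (adjusted p = 2.18e-07), and lower at d0, with -0.83 (adjusted p = 5.37e-04). The d0 call of Dnmt3l was lost with a pseudocount of 5, with -0.42 (adjusted p = 0.028), and with voom on the recovered reads, with -1.10 (adjusted p = 0.0661). The binding sites were not analysed here.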

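Dnmt3a rose from 6.75 TPM at d0 to 26.3 at d4 and 26.7 at d6 in Ctrl, and from 4.6 to 46.3 and 49.0 in Zeb2 KO (means, n = 3). It differed between KO and Ctrl by 0.79 (adjusted p = 1.49e-04) at d4 and 0.82 (adjusted p = 7.35e-05) at d6. At d0 it was -0.46 (adjusted p = 0.0133), not called, and was called with a pseudocount of 0.1, with -0.54 (adjusted p = 0.00698), and without KO d6 replicate 1 or 2. Removing the median of chromosome 12 gave -0.87 (adjusted p = 1.42e-04), but Dnmt3a lies in the first 40 Mb of that chromosome, where no window of 10 Mb was called at d0 (medians from -0.10 to 0.01), so that this value takes off a shift not seen around the gene. Dnmt1 was lower in KO at d6, with 255 TPM against 408 in Ctrl (-0.67 (adjusted p = 2.04e-08)). Its difference at d4, -0.30 (adjusted p = 1.63e-04), was not called after median-ratio rescaling, with -0.13 (adjusted p = 0.0243), nor with voom on the recovered reads, with -0.14 (adjusted p = 0.0154). Tet1 was at 131 ± 11.9, 65.8 ± 6.9 and 17.8 ± 0.728 TPM (SD, n = 3) in Ctrl and at 102 ± 14.1, 101 ± 5.64 and 43.7 ± 9.94 in KO, which left 50.2% and 13.6% of the d0 level at d4 and d6 in Ctrl and 99.2% and 42.7% in KO. It was higher in KO at d4, with 0.62 (adjusted p = 7.08e-04), and d6, with 1.22 (adjusted p = 5.55e-07). Tet2 fell in both genotypes, to 17.9% of its d0 level at d6 in Ctrl and 14.2% in KO, and did not differ between them at d6, with -0.42 (adjusted p = 0.162). A single library decides this value: without KO d6 replicate 1 it was -0.86 (adjusted p = 2.44e-05). Tet3 rose in Ctrl from 4.42 to 22.1 and 29.7 TPM and in KO from 3.25 to 9.98 and 9.0 TPM (means, n = 3). Between d0 and d6 it changed by 2.51 on the log2 scale in Ctrl and 1.23 in KO (adjusted p = 3.92e-08), and the log2 fold change between KO and Ctrl was -1.62 (adjusted p = 4.04e-09) at d6. Over the 6 genes Dnmt1, Dnmt3a, Dnmt3l, Tet1, Tet2 and Tet3 the median log2 fold change was -0.35 at d0, 0.16 at d4 and 0.20 at d6, with members in both directions.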

Although EBs are inherently heterogeneous, all our aforementioned results indicate that at least part of the cells are stalled in an epiblast‐like cell state in which early epiblast markers are induced whereas a number of pluripotency genes gets downregulated 45, 56, 57. 

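Otx2 (ENSMUSG00000021848; chromosome 14, 48657677 to 48673819) was at 3.96 ± 0.221, 6.59 ± 1.29 and 9.14 ± 0.964 TPM (SD, n = 3) in Ctrl at d0, d4 and d6, and at 1.86 ± 0.718, 95.5 ± 6.85 and 161 ± 6.69 TPM in Zeb2 KO. Its log2 fold change was -0.82 (adjusted p = 5.95e-04) at d0, 3.68 (adjusted p = 4.86e-11) at d4 and 4.00 (adjusted p = 4.38e-12) at d6, and the call at d0 was lost in a fit to the libraries of that day alone (adjusted p = 0.0148). In Ctrl its rise until d4 of 0.60 (adjusted p = 0.00245) was -0.17 (adjusted p = 0.351) after quantile normalization. Pou3f1 (chromosome 4, 124656807 to 124660655) was at 5.61, 9.17 and 14.9 TPM in Ctrl and 1.66, 26.6 and 131 in KO (means, n = 3). It was lower in KO at d0, by -1.30 (adjusted p = 5.2e-06), and higher at d4, by 1.43 (adjusted p = 8e-07), and d6, by 3.06 (adjusted p = 4.74e-11). Its rise in Ctrl until d4, 0.64 (adjusted p = 8.99e-04), was -0.03 (adjusted p = 0.864) after quantile normalization. Zic2 (chromosome 14, 122475435 to 122479852) was at 72.3, 56.6 and 61.0 TPM in Ctrl and 49.5, 95.8 and 152 in KO, with log2 fold changes of -0.54 (adjusted p = 2.09e-04), 0.74 (adjusted p = 4.88e-06) and 1.31 (adjusted p = 3.96e-09). It lies on distal chromosome 14, where KO was lower at d0 as a whole, and with the regional medians removed its difference at d0 was -0.17 (adjusted p = 0.301) and its change in Ctrl until d4 went from -0.34 to 0.09. Fgf5 (chromosome 5, 98254184 to 98277030) was at 0.504, 6.9 and 2.44 TPM in Ctrl and reached 18.3 at d4 and 99.0 ± 14.5 (SD, n = 3) at d6 in KO, from 0.222 at d0. Its log2 fold change was 1.28 (adjusted p = 8.01e-05) at d4 and 4.89 (adjusted p = 1.13e-11) at d6. Of the other genes shown in Fig. 2H, Fgf4 was higher in KO by 2.23 (adjusted p = 1.67e-09) at d4 and 3.42 (adjusted p = 3.74e-12) at d6, and Fgf8 by 1.45 (adjusted p = 1.81e-05) and 2.97 (adjusted p = 3.18e-09).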

We observed a strong increase of expression of the established postimplantation epiblast genes *Otx2*, *Pou3f1 (Oct6)*, *Dnmt3b, Zic2,* and *Fgf5* 53, 58 (Fig. 2H). This data suggests that at least a fraction of *Zeb2* KO cells undergoes lineage priming and acquires epiblast‐like cell (EpiLC) features.

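Over the 7 genes of Fig. 2H (Dnmt3b, Fgf4, Fgf5, Fgf8, Otx2, Pou3f1 and Zic2), the median change since d0 in Zeb2 KO cells was 3.30 on the log2 scale at d4 and 3.70 at d6, and 6 of the 7 were called higher on both days. In Ctrl the medians were 0.37 and 0.50. The exception in KO was Fgf4, which was at 264 TPM at d0, 237 at d4 and 174 at d6, and at 306, 50.0 and 15.1 in Ctrl. The median log2 fold change between KO and Ctrl was -0.30 at d0, 1.45 at d4 and 3.06 at d6, with all 7 genes higher in KO and called at d4 and d6. KO cells of d6 were compared with Ctrl cells of d4 as well, and all 7 genes were higher in KO, with a median difference of 3.44. From the strong increase of these postimplantation epiblast genes the paper proposes that at least a fraction of the Zeb2 KO cells is primed for differentiation and takes on features of EpiLCs.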

### *Zeb2* KO ESCs Display Less Efficient ESC‐to‐EpiLC Conversion

To test whether *Zeb2* KO cells could acquire to epiblast‐like fate, we subjected them (in parallel with the Ctrl line) to a 48 hour‐long ESC‐to‐EpiLC conversion 45 and examined the transcriptional changes, using high‐throughput qPCR (see Materials and Methods), of a set of markers shown to be comparably and differentially expressed, respectively, between ESCs and EpiLCs [based on Ref. 55]. To evaluate whether EpiLC acquisition depends on the presence of Fgf2 + ActivinA, we included also samples of 48 hour‐long differentiation in pure N2B27. There were no obvious morphological differences between Ctrl and *Zeb2* KO cells in 2i + LIF or after 48 hours ESC‐to‐EpiLC conversion and both lines acquired more flat morphology (Fig. 3A).

**Figure 3:**
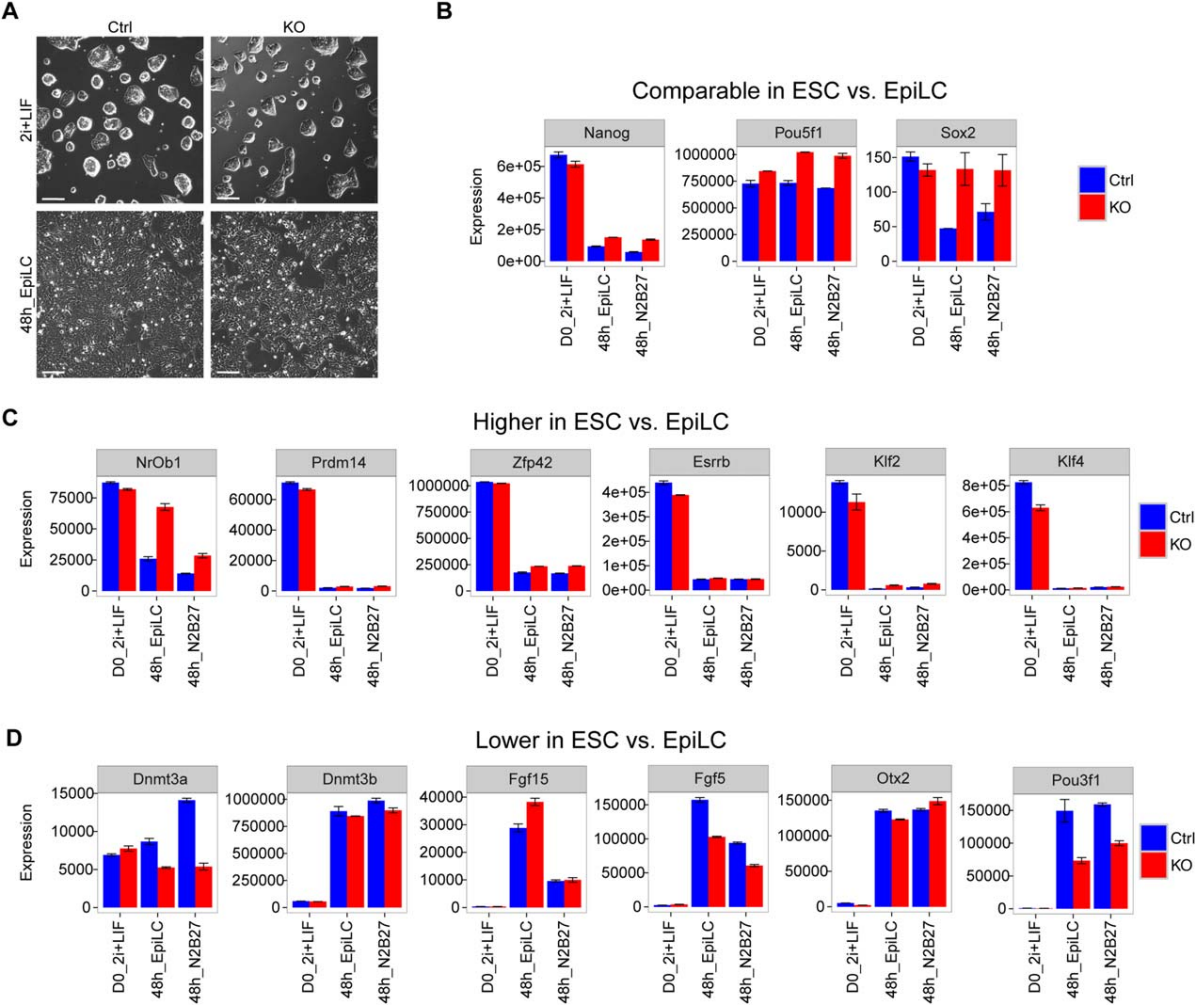
*Zeb2* KO embryonic stem cells (ESCs) display less efficient ESC‐to‐EpiLC conversion. **(A)**: Phase‐contrast images of Ctrl and Zeb2 KO cells in 2i + LIF and after 48 hours of EpiLC conversion. Scale bar: 50 μM. **(B‐D)**: RT‐qPCR analysis of Ctrl and *Zeb2* KO samples on d0, after 48 hours in EpiLC medium and after 48 hours N2B27 in medium. (B): Transcripts comparable between ESC and EpiLC (Nanog, Pou5f1, Sox2). **(**C): Transcripts higher in ESC versus EpiLC (Nr0b1, Prdm14, Zfp42, Esrrb, Klf2, Klf4). (D): Transcripts lower in ESCs versus EpiLCs (Dnmt3a, Dnmt3b, Fgf15, Fgf5, Otx2, Pou3f1). These three categories (shown in panels B, C, D) are based on 66. Results shown are from one experiment; error bars are from three biological samples. Abbreviation: ESCs, embryonic stem cells.

First, we analyzed expression of *Nanog*, *Oct4* and *Sox2*, which according to Buecker and coworkers are comparable between ESCs and EpiLCs 57. *Nanog* was downregulated in both Ctrl and *Zeb2* KO lines after 48 hours, but in the *Zeb2* KO cells it was still expressed at higher levels (for *Nanog* downregulation, see 45). *Oct4* was retained in Ctrl cells and slightly increased in the *Zeb2* KO cells after 48 hours, while *Sox2* was downregulated and retained, respectively (Fig. 3B). Next, we looked at *Nr0b1*, *Prdm14*, *Zfp42*, *Esrrb*, *Klf2,* and *Klf4*, which should be expressed at higher level in ESCs as compared to EpiLCs. All these markers were found downregulated in both lines, but in the *Zeb2* KO line *Nr0b1*, *Zfp42,* and *Klf2* continued to display higher mRNA levels as compared to Ctrl cells, whereas *Prdm14*, *Esrrb,* and *Klf4* mRNA reached after 48 hours similar levels in both lines (Fig. 3C). Last, we analyzed *Dnmt3a*, *Dnmt3b*, *Fgf15*, *Fgf5*, *Otx2,* and *Pou3f1*, a set of markers expected to be expressed at lower levels in ESCs as compared to EpiLCs. With the exception of *Dnmt3a* in the *Zeb2* KO line, all markers were induced in both Ctrl and KO cell lines. In particular, *Dnmt3b* and *Otx2* are induced in Ctrl and *Zeb2* KO lines to the same extent, while *Fgf5* and *Pou3f1* show higher mRNA levels in Ctrl versus *Zeb2* KO cells. *Fgf15* in EpiLC conversion is expressed at higher levels in the *Zeb2* KO line as compared to Ctrl and after 48 hours in N2B27 its expression is comparable in both lines (Fig. 3D). Taken together, the results obtained in ESC‐to‐EpiLC conversion and 48 hours of N2B27 are comparable, meaning that the transcriptional changes of genes analyzed are not influenced by the presence of Fgf2 + ActivinA in the medium.

We conclude that, at population level, *Zeb2* KO cells present with a less efficient conversion to EpiLC phenotype, likely resulting from a combination of both naïve and primed states. Since epiblast fate requires more efficient pluripotency gene silencing than observed in the *Zeb2* KO cells and a significant induction of markers such as *Fgf5* and *Pou3f1*, we suggest that—in our EBs—a fraction of *Zeb2* KO cells remains in naïve ESC state, while the remaining cells may still undergo EpiLC conversion. Single‐cell mRNA analysis is needed in future experiments to provide insight into the proportions of cells that stay in the naïve versus primed state as well as revealing the presence of (few) cells progressing toward differentiation.

### Pluripotent Potential Is Retained in *Zeb2*‐Deficient Embryoid Bodies

Pou5f1 (Oct4) and Nanog, two crucial pluripotency‐supporting factors maintained in epiblast cells, remained high (as seen by western blotting and RT‐qPCR, Supporting Information Fig. S5A, 5B) and were present in a large fraction of cells in *Zeb2* KO ND‐EBs till d15 (Fig. 4A, 4B). Again, this observation could be extended to GD‐EBs (Supporting Information Fig. S5C, 5D; d15). In addition, high numbers of Cdh1+ cells were observed in *Zeb2* KO EBs (Fig. 4B) and this was also seen at protein and mRNA levels on d15 (Supporting Information Fig. S5A, 5B). R26_Zeb2 rescue partially restored downregulation of Oct4 (and Cdh1) mRNA/protein (Supporting Information Fig. S2C). To confirm that this is the direct result of Zeb2 binding a ChIP‐qPCR was carried out over the Zeb2‐binding motif (Fig. 4C, 4D). This showed enrichment of Flag‐tagged Zeb2 (using R26_Zeb2 ESCs) *Cdh1* promoter 19, 26 and its new candidate target *Nanog*.

**Figure 4:**
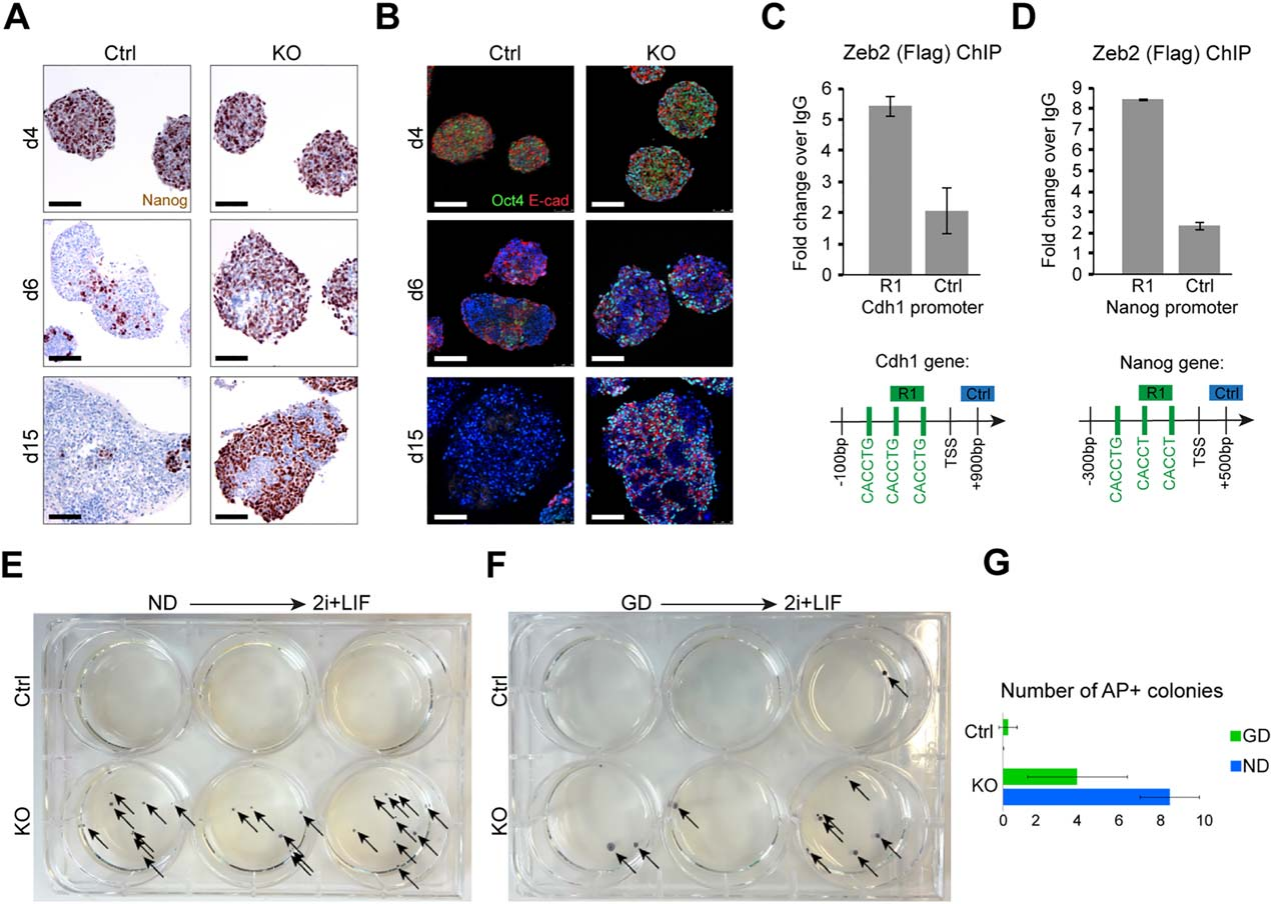
Pluripotency genes are not efficiently downregulated during differentiation in *Zeb2* knockout (KO) embryonic stem cells (ESCs). **(A)**: Control (Ctrl) and *Zeb2* KO (KO) embryoid bodies (EBs) stained for Nanog (brown) on d4, d6, and d15 of neural differentiation (ND). **(B)**: Ctrl and KO EBs costained for Oct4 (green) and Cdh1 (red) on d4, 6, and 15 of ND. Panels A, B show results from one experiment that is representative for three experiments. Scale bar: 50 µm. **(C, D)**: Zeb2 chromatin immunoprecipitation (using anti‐Flag antibody) on *Cdh1* (panel C) and *Nanog* promoter (panel D). Results shown are from one experiment and representative for three experiments. SD of two technical repeats is shown. **(E, F)**: Ctrl and KO ESCs subjected to ND (panel E) and general differentiation (panel F) for 15 days, dissociated and plated at 500 cells/well in 2i. The resulting ESC colonies (indicated by arrows) were visualized by staining for AP, and panel **(G)** represents the average number of AP+ colonies obtained after plating the cells. Abbreviations: ND, neural differentiation; GD, general differentiation.

To document the persistence of the pluripotent state upon differentiation in *Zeb2* KO cells, we dissociated Ctrl and *Zeb2* KO EBs on d15 (in ND or GD), sorted the living cells and plated these at 500 cells/well as single cells in 2i + LIF. Alkaline phosphatase (AP)+ ESC colonies derived from EBs subjected to differentiation (Fig. 4E, 4F) were quantified on d9 (Fig. 4G). In a typical experiment, Ctrl cells subjected to ND did not give rise to AP+ cells, whereas *Zeb2* KO cells in 2i + LIF yielded on average 8 colonies/well. In GD, Ctrl cells gave rise to less than 1 (calculated 0.2) AP+ colony/well, whereas for *Zeb2* KO cells this was 4 colonies/well on average. Based on AP read‐out, this shows these latter cells have the remarkable ability to re‐adapt to 2i + LIF, like ESCs and EpiSCs, and that they form AP+ colonies even up to d15 of differentiation treatment. Without assessment at single‐cell level, we cannot discriminate whether these AP+ colonies arose exclusively from epiblast‐like or more naïve *Zeb2* KO cells since both cell types can adapt to 2i + LIF. Teratoma formation, using EBs subjected to ND for 12 days showed that Ctrl EBs failed to form teratomas, while *Zeb2* KO EBs gave rise to teratomas in 4 weeks (Supporting Information Fig. S5E). These data show, therefore, that *Zeb2* genetic inactivation leads to maintenance of pluripotency even after prolonged differentiation.

### The *Zeb2* KO Embryoid Bodies, Subjected to ND, Fail to Maintain the Initially Acquired DNA‐Methylation

*Zeb2* KO EBs show impaired cell differentiation and deregulated expression of the core methylation machinery genes. This prompted us to examine the acquisition and maintenance of CpG‐methylation (^me^CpG) that accompanies the decision of irreversible ESC differentiation. Retaining the same time/sample setups as for RNA‐seq and again using ND, single‐base profiles were generated of methylation by RRBS in both Ctrl and *Zeb2* KO on d0, d4, and d6. The genome of ground‐state (d0) ESCs was globally hypomethylated 59. On d4 both cell populations gained methylation in agreement with our observation that they are in an epiblast‐like (for KO) or multipotent (Ctrl) state. However a significant drop of ^me^CpG was observed in the d6 *Zeb2* KO cell population, suggesting that part of the CpG methylation is lost (Fig. 5A). The progressive accumulation of ^me^CpG in our EBs has a striking resemblance with that observed in vivo 60, that is, our d0 population profile is similar to blastocyst‐stage embryos (between E3.5 and E4.5), while d4 and d6 Ctrl populations have a similar distribution profile as epiblast embryos (E6.5). In contrast, KO d6 resembles early‐epiblast embryos (E5.5) with a reduction in ^me^CpG at both gene bodies and 10kb‐flanking regions (Fig. 5B) 60.

**Figure 5:**
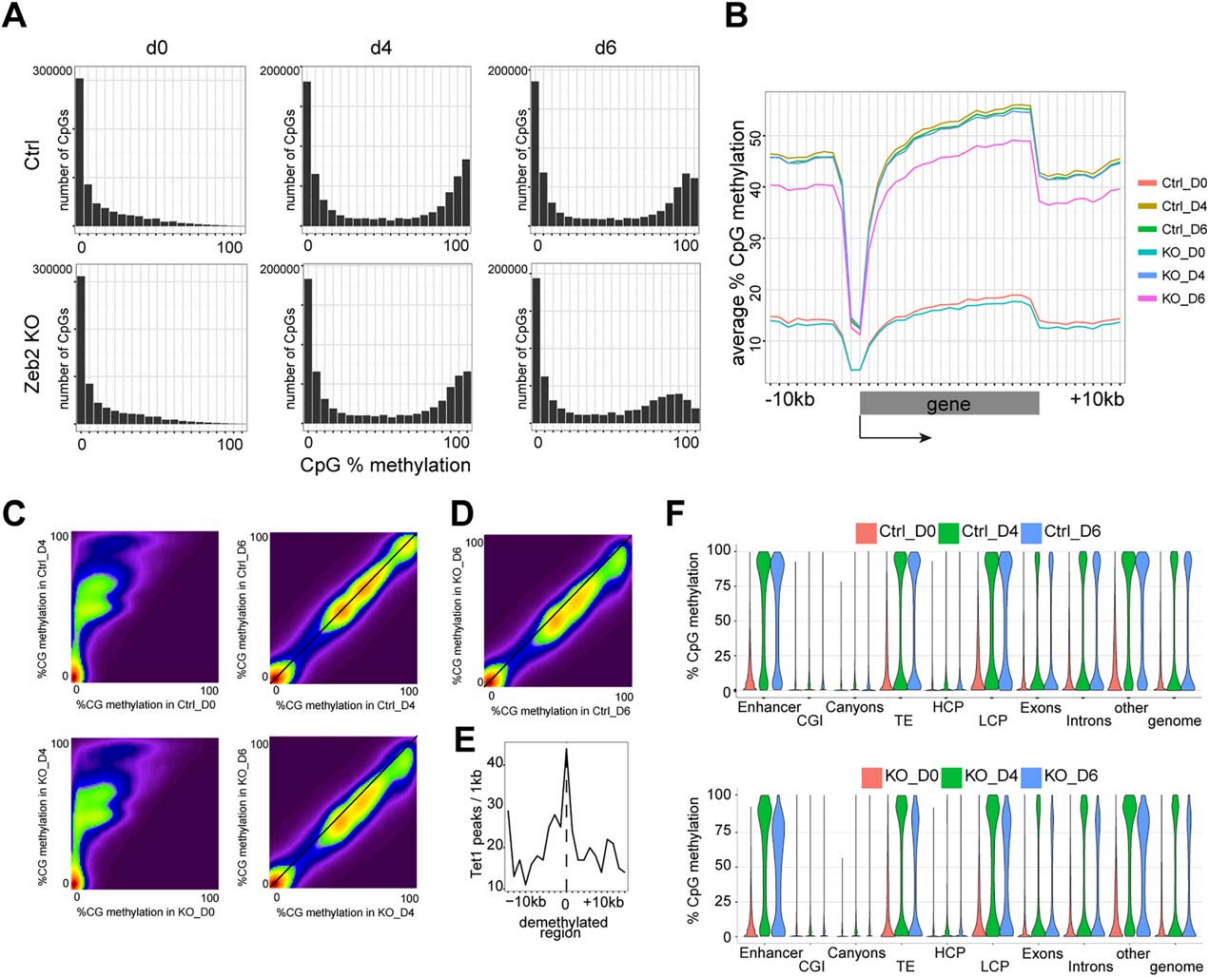
Analysis of temporal RRBS during neural differentiation. **(A)**: Distribution histogram for individual ^me^CpGs on d0, d4, and d6 in Ctrl and *Zeb2* KO populations. **(B)**: ^me^CpG distribution at gene bodies and 10kb‐flanking regions of protein‐coding genes. **(C)**: Density plots for pairwise comparisons of ^me^CpG (in 400bp‐tiles) between d0 and d4 in Ctrl (top) and d4 and d6 in KO (bottom) cells. **(D)**: Density plot for pairwise comparison of ^me^CpG (in 400bp‐tiles) on d6 between Ctrl and KO. In C, D the density points increase from purple to dark red. **(E)**: Enrichment plot of Tet1‐binding peaks centered around demethylated regions on d6 in a pairwise comparison between *Zeb2* KO versus Ctrl. **(F)**: Violin plots showing gain and loss‐of‐methylation over time in identified genomic regions, that is, enhancers, CpG islands, canyons, transposable elements, high‐CpG content promoters (HCP), low‐CpG content promoter, exons, introns, other nondefined genomic regions, and globally at the whole‐genome (genome) in Ctrl and *Zeb2* KO cells. Abbreviations: CGI, CpG islands; TE, transposable elements; HCP, high‐CpG content promoters; LCP, low‐CpG content promoter.

We further investigated changes in the (de)methylation process by considering CpGs covered in all samples and averaging methylation in 400bp‐tiles, with a total of 1,84,564 tiles. This identified differentially methylated regions (DMRs) (absolute methylation change >20% and *q* value <0.05) in both a time and pairwise‐dependent manner (Supporting Information Table SVI, RRBS_Pairwise). Both Ctrl and KO cells significantly gained methylation in respectively 33.8% and 33.5% of all tiles between d0 and d4 (Fig. 5C, left panels; Supporting Information Fig. S6A). During this period, no single significant loss‐of‐methylation was observed (Supporting Information Fig. S6B). Next, between d4 and d6 Ctrl cells maintained a very stable level of methylation with only little gain or loss‐of‐methylation, that is, 0.1% of all tiles (Fig. 5C, right top panel; Supporting Information Fig. S6A, 6B). In agreement with the observed overall lower methylation at d6 (Fig. 5A, 5B), KO cells had 10 times more tiles (1806 or 1% of all tiles) with significant loss‐of‐methylation and only 90 tiles (0.05% of all tiles) with gain‐of‐methylation (Fig. 5C, right bottom panel; Supporting Information Fig. S6A, 6B; see also Supporting Information Table SVII, RRBS_Temporal). Furthermore, analysis of these aforementioned DMR in both Ctrl and KO cells revealed that these regions initially acquired methylation in both Ctrl and KO cells at d4, but this methylation was only maintained in Ctrl cells (Supporting Information Fig. S6C).

To investigate whether demethylation was selective for specific genomic regions, we profiled the methylation dynamics of enhancers, CGI, canyons, TE, high‐CpG content (HCP) and low‐CpG content promoters (LCP), exons and introns. As reported before 49, resistance to gain‐of‐methylation occurs for canyons and high‐CpG regions (CGI and HCP), while all other regions (enhancers, TE, LCP, exons, and introns) were susceptible to gain‐of‐methylation. In contrast, the *Zeb2* KO population is unable to maintain this methylation initially acquired in all aforementioned genomic regions (Fig. 5F).

### Failure to Maintain Acquired DNA‐Methylation During ND Is Associated with Tet1‐Binding; Tet1 Knockdown in *Zeb2* KO ESCs Facilitates Silencing of *Nanog*, *Oct4,* and *Cdh1* and Partially Rescues the Lineage Differentiation Phenotypes

Regions that lose methylation in d6 *Zeb2* KO populations initially acquired methylation comparable to Ctrl (Supporting Information Fig. S6C). We also compared d6 of both Ctrl and *Zeb2* KO populations and as expected observed a similar number of tiles with loss‐of‐methylation (1938, or 1% of all tiles) (Fig. 5D) and we observed also an increased level of Tet1 (Fig. 2). We, therefore, asked whether the regions that lose methylation correlate with Tet1‐binding. Figure 5E shows that regions that lose methylation in *Zeb2* KO cells are enriched for Tet1‐binding in normal ESCs: we could do this by combining analysis of published ChIP‐seq data for Tet1 in mESCs 61 with our region‐specific loss of methylation data on d6 (compared between Ctrl and *Zeb2* KO). This strongly suggests that the observed demethylation in the *Zeb2* KO cells is an active process mediated by elevated Tet1 levels in agreement with DNA‐demethylation being initiated at Tet1‐binding sites 62.

Tet1 remains high in the *Zeb2* KO EBs even on d15 of differentiation in contrast to its normal downregulation during ND and GD (Fig. 6A, 6B). To test whether high Tet1 levels lead to inefficient silencing of *Nanog*, *Oct4,* and *Cdh1* and hence a block in differentiation of these cells, we transduced control and *Zeb2* KO ESC lines with a lentivirus expressing shRNA directed against Tet1 (called Ctrl_Tet1shRNA, Zeb2KO_Tet1shRNA, respectively). Tet1 was almost undetectable in Ctrl and *Zeb2* KO lines targeted with Tet1 shRNA (Fig. 6C, 6D; for quantifications of Tet1 staining, see Supporting Information Fig. S7A). In 2i + LIF, the Tet1 KD lines maintained their undifferentiated characteristics (*not shown*). We subjected these Tet1shRNA lines to ND and GD, respectively, along with the same lines receiving control non‐targeting shRNA (Ctrl_CtrlshRNA, Zeb2KO_CtrlshRNA). These control shRNA lines behaved as expected in differentiation (Fig. 6E‐6J), and Zeb2 was indeed absent from Zeb2KO_CtrlshRNA and Zeb2KO_Tet1shRNA EBs at the end of GD (Fig. 6H) and ND (*data not shown*). After 15 days, Zeb2KO_Tet1shRNA cells subjected to either ND or GD efficiently decreased Nanog, Oct4, and Cdh1 mRNA to low levels at the end of GD (Fig. 6E, 6F; ND *data not shown*; for quantifications of Oct4 and Cdh1, see Supporting Information Fig. S7B, 7D). In Zeb2KO_Tet1shRNA lines subjected to GD, partial rescue of differentiation to mesoderm (Fig. 6I; for quantifications of Desmin, see Supporting Information Fig. S7G) and endoderm (Fig. 6G; for quantifications of Hnf4a and Sox17, see Supporting Information Fig. S7E, 7F) was observed, but not to neuroectoderm, (*data not shown*). Partial rescue of ND was observed only when Zeb2KO_Tet1shRNA cells were subjected to ND (Fig. 6J; for quantification of βIIITubulin, see Supporting Information Fig. S7C). Thus, Tet1 remains high in *Zeb2* KO cells during differentiation, and forced downregulation of Tet1 in these cells in such conditions enables decreasing *Nanog*, *Oct4,* and *Cdh1* transcription and partially rescues differentiation. We conclude that Zeb2‐deficiency during differentiation leads to higher Tet1, which is associated with improper reduction of *Nanog* and *Oct4,* resulting in impaired differentiation.

**Figure 6:**
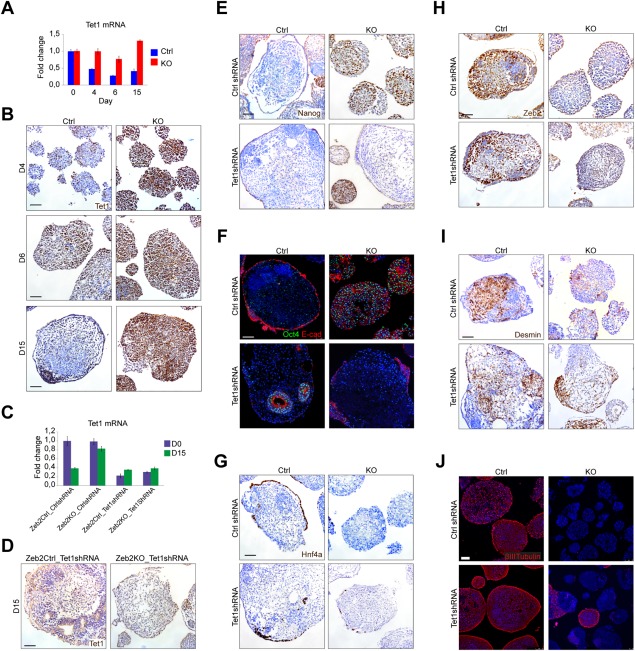
Tet1 knockdown in *Zeb2* knockout embryonic stem cells facilitates their definitive pluripotency exit and partially restores their neural (neural differentiation [ND]) and general differentiation (GD) defect. **(A)**: RT‐qPCR of Tet1 mRNA in Ctrl (blue) and *Zeb2* KO (red) lines on d0, d4, d6, and d15 of ND. SD of two technical replicates is shown. **(B)**: Ctrl and *Zeb2* KO embryoid bodies (EBs) stained for Tet1 (brown) on d4, d6, and d15 of GD. **(C)**: RT‐qPCR of Tet1 mRNA on d0 (violet) and d15 (green) in Ctrl_CtrlshRNA, Zeb2KO_CtrlshRNA, Ctrl_Tet1shRNA and Zeb2KO_Tet1shRNA lines. SD of two technical replicates is shown. **(D)**: Ctrl_Tet1shRNA and Zeb2KO_Tet1shRNA EBs costained for Tet1 (brown) on d15 of GD. Scale bar B, D: 50 µm. **(E‐J)**: Ctrl_CtrlshRNA, Zeb2KO_CtrlshRNA, Ctrl_Tet1shRNA and Zeb2KO_Tet1shRNA EBs stained for the indicated markers. (E): Nanog (brown) on 15 of GD. F. Oct4 (green) and Cdh1 (red) on d15 of GD. (G): Hnf4a (brown) on d15 of GD. (H): Zeb2 (brown) on d15 of GD. (I): Desmin (brown) on d15 of GD. (J): βIIITubulin (red) on d15 of ND. Scale bar: 75 µm. (E‐I): Scale bar: 50 µm. In all panels, results shown are from one experiment and representative for three experiments.

## Discussion

Using *Zeb2* genetic inactivation in ESCs for the first time as well as rescue in such *Zeb2* KO cells via reintroduction of *R26*‐driven Zeb2‐cDNA, Zeb2 is shown critical for these cells to undergo three‐lineage differentiation. We propose that Zeb2 drives lineage commitment and specification by acting on multiple sets of Zeb2‐dependent genes. First, Zeb2 is an important EMT‐inducer 19. *Zeb2* KO ESCs retain epithelial characteristics when subjected to differentiation. Their phenotype appears even more severe than the recently described KO in ESCs of another known EMT‐regulator, *Snai1*, which still differentiate 63. Second, the downregulation of important pluripotency network regulators depends on Zeb2. In contrast to Ctrl, *Zeb2* KO ESCs retain high Tet1, Oct4, and Nanog during differentiation. In ESCs, Tet1 is involved in a positive regulatory loop with Nanog and Oct4. Tet1 co‐operates with Nanog, while the KD of Nanog weakens Tet1‐binding to its targets (including *Oct4*, *Esrrb*). Tet1 was also shown to act downstream of Oct4, and downregulation of Oct4 leads to decreased Tet1 14, 15, 17, 18. Tet1 acts downstream of histone deacetylase Sirt6 to control ESC fate in differentiating conditions 50. Also, like in our system, the Tet1 KD allowed silencing of *Oct4* and *Nanog* and rescued the *Sirt6* KO differentiation defect. Thus, Tet1 has a global inhibitory role in regulating key pluripotency genes during ESC differentiation, and this work identifies Zeb2 as an (indirect) upstream factor important for achieving correct Tet1 levels.

We describe a link between Zeb2 and regulation of DNA‐methylation status. Acquisition of DNA‐methyl marks during embryogenesis is thought to be unidirectional 60, but studies in ground‐state naïve ESCs and EpiSC, respectively, show that the methylomes are interconvertible in vitro when different conditions are applied 59, 64. Our RRBS showed that correct DNA‐methylation patterns are initially acquired by *Zeb2* KO cells, but that this pattern cannot be sustained: *Zeb2* KO cells revert the methylome to a more naïve state, which agrees with the maintenance of their undifferentiated phenotype associated with persistence of Nanog and Oct4. Remarkably, this reversion in *Zeb2* KO cells is facilitated in absence of additional cues or signals, like LIF and/or 2i. We hypothesize that Tet1 levels are maintained by the key pluripotency genes in *Zeb2* KO cells. Steady‐state high‐Tet1 would then actively demethylate the genome and contribute to preserving high‐Nanog and high‐Oct4 in the mutant cells. Enrichment of Tet1‐binding at regions that lost methylation in *Zeb2* KO cells further supports this hypothesis. Tet1 KD in these *Zeb2* KO cells facilitated downregulation of *Nanog* and *Oct4* as well as *Cdh1*, but their differentiation phenotype was only partially rescued.

The aforementioned discussed results raise the question on how it is possible that *Zeb2* KO ESCs, in which Tet1 mRNA is not downregulated, can still undergo DNA‐methylation. First, the main function of Tet1 may be to actively catalyze demethylation rather than prevent methylation per se 12, 13. We hypothesize that between days 0 and 4 the gain‐of‐methylation in both Ctrl and Zeb2 KO cells is driven by the very early events linked to the withdrawal of 2i + LIF and entering the primed state of pluripotency. We have, however, not documented that what seems like an equal total gain in Ctrl and KO cells, also occurs with the same dynamics (because we analyzed in detail only days 0 and 4 of differentiation) and altogether reflects precisely that these cells undergo the same changes. In other words, Ctrl cells could be entering three‐lineage differentiation program(s) (which we were able to confirm by analyzing their transcriptional profile) whereas *Zeb2* KO cells could be stalled in the epiblast‐like state and both changes would manifest by the same gross methylation pattern. It has been previously published that there is a large gain of methyl marks in ESCs when they transit from ground (2i + LIF) to serum + LIF conditions, both of which maintain functional pluripotency 62. Hence, the observed acquisition of methyl marks can be partially a reflection of entering the metastable state by the Zeb2 KO cells.

It has previously been shown that *Dnmt1* KO ESCs show decreased total DNA‐methylation levels, whereas DNA of *Dnmt* ^+/−^ mutant ESCs is still highly methylated 65. It could be that the observed loss of DNA‐methylation in our *Zeb2* KO ESCs on d6 is partially caused by decreased Dnmt1 levels that cannot sustain the acquired methylation pattern in the presence of high Tet1, which continuously catalyzes DNA‐demethylation. Interestingly, the expression of *Dnmt3a/3b/3l* was higher in *Zeb2* KO as compared to Ctrl ESCs. We hypothesize that the observed increase in de novo methyltransferase gene expression could be a counter‐acting mechanism to sustain the balance between DNA‐methylation and demethylation. The end result, loss of DNA‐methylation, could hence be due to high constant levels of Tet1 that on itself is sustained by the pluripotency genes.

Using GO analysis (done on PC2), we also noted that aberrant chromatin changes and histone modifications could contribute to the differentiation phenotype in *Zeb2* KO ESCs. ESCs have a unique, open chromatin that changes rapidly upon cell differentiation, thereby influencing transcriptional regulation and cell identity 4, 62. Given the differences in the transcriptional profile of Ctrl versus *Zeb2* KO ESCs, we hypothesize that, in addition to the DNA‐methylation related phenotype followed‐up here, *Zeb2* KO ESCs might also have a different chromatin (more ESC‐like) structure, which contributes to their undifferentiated phenotype.

It is also likely that Zeb2 controls other important cell fate regulators at multiple stages of differentiation in addition to the pluripotency genes and *Tet1* investigated here. For example, similar to described in vivo functions of Zeb2 in myelinogenesis in embryonic CNS 32, Zeb2 may also counteract genes that are inhibitory for neural conversion during ESC differentiation; it may also act as an activator of other target genes depending on its cofactors 66, 67 which altogether would then promote neurogenesis. Subsequent work will have to encompass the mapping of the genome‐wide binding sites of Zeb2 in mESCs. As the current anti‐Zeb2 antibodies fail in such studies (*not shown*), these studies will require an endogenous tagging approach within *Zeb2* to identify Zeb2 DNA‐binding sites and also stage‐relevant protein partners of Zeb2.

## Conclusion

The transcription factor Zeb2 is critical for exit from the epiblast state in mouse ESCs and links the pluripotency network and DNA‐methylation with irreversible commitment to differentiation. *Zeb2* KO ESCs display impaired differentiation by stalling in an epiblast‐like state. Using RNA‐seq, we conclude that in differentiating conditions EMT, pluripotency, lineage commitment and DNA‐(de)methylation genes are deregulated in *Zeb2* KO embryoid bodies. Using RRBS, we demonstrate that these cells cannot maintain their initially acquired DNA‐methylation marks in neural‐stimulating condition and do not effectively downregulate *Oct4*, *Nanog,* and *Tet1* in differentiation conditions. Tet1 KD partially rescues the impaired differentiation of the KO cells.

## Author Contributions

A.S.: Conception and design, collection and/or assembly of data, data analysis and interpretation, manuscript writing, final approval of manuscript; R.D.: Conception and design, collection and/or assembly of data, data analysis and interpretation, manuscript writing, final approval of manuscript; T.P.: Conception and design, provision of study material or patients, collection and/or assembly of data, data analysis and interpretation, manuscript writing, final approval of manuscript; G.V.: Conception and design, provision of study material or patients; AC.: Conception and design, manuscript writing; K.C.: Collection and/or assembly of data; A.F.: Collection and/or assembly of data; L.U.: Collection and/or assembly of data; W.V.I.: Collection and/or assembly of data, final approval of manuscript; G.B.: Provision of study material or patients; L.v.G.: Conception and design, provision of study material or patients, final approval of manuscript; F.G.: Conception and design, manuscript writing, final approval of manuscript; S.G.: Conception and design, provision of study material or patients, collection and/or assembly of data, manuscript writing, final approval of manuscript; J.H.: Conception and design, financial support4. Provision of study material or patients, collection and/or assembly of data, manuscript writing, final approval of manuscript; D.H.: Conception and design, financial support, data analysis and interpretation, manuscript writing, final approval of manuscript.

## Disclosure of Potential Conflicts of Interest

The authors indicate no potential conflicts of interest.

## Supporting information

Supporting Information Figure 1 Click here for additional data file.

Supporting Information Figure 2 Click here for additional data file.

Supporting Information Figure 3 Click here for additional data file.

Supporting Information Figure 4 Click here for additional data file.

Supporting Information Figure 5 Click here for additional data file.

Supporting Information Figure 6 Click here for additional data file.

Supporting Information Figure 7 Click here for additional data file.

Supporting Information Tables 1‐2 Click here for additional data file.

Supporting Information Tables 2‐3 Click here for additional data file.

Supporting Information Table 3 Click here for additional data file.

Supporting Information Table 4 Click here for additional data file.

Supporting Information Table 5 Click here for additional data file.

Supporting Information Table 6 Click here for additional data file.

Supporting Information Table 7 Click here for additional data file.

Supporting Information Figure Caption Click here for additional data file.

# Supplementary material for: Zeb2 Regulates Cell Fate at the Exit from Epiblast State in Mouse Embryonic Stem Cells
**Source:** Stem Cells. 2016 Nov 8;35(3):611–25. doi: 10.1002/stem.2521
**Supplement:** Supplementary file 8 — Supporting Information Tables 1‐2

**Supplemental Tables I-II**

# Supplementary material for: Zeb2 Regulates Cell Fate at the Exit from Epiblast State in Mouse Embryonic Stem Cells
**Source:** Stem Cells. 2016 Nov 8;35(3):611–25. doi: 10.1002/stem.2521
**Supplement:** Supplementary file 9 — Supporting Information Tables 2‐3

**Supplementary Tables III-VII**

These tables can be uploaded as .xlxs files on the Stem cells webpage, but the conversion (of most of those) in pdf and incorporation in the manuscript result in a too large (>2000 pages !) file.

Hence, we left these Tables our from the manuscript for the time being and will in a next phase contact the journal to see how to proceed.

In particular, these are

**Suppl. Table III – PC1_PC2_genes**

**Suppl. Table IV – RNAseq – Time series**

**Suppl. Table V – RNAseq – Pairwise**

**Suppl. Table VI – RRBS – Pairwise**

**Suppl. Table VII – RRBS – Temporal**

# Supplementary material for: Zeb2 Regulates Cell Fate at the Exit from Epiblast State in Mouse Embryonic Stem Cells
**Source:** Stem Cells. 2016 Nov 8;35(3):611–25. doi: 10.1002/stem.2521
**Supplement:** Supplementary file 15 — Supporting Information Figure Caption

**Supplemental Figures**

**Supplemental Figure 1, related to Figure 1. Genetic inactivation of *Zeb2* in mouse ESCs does neither impair ESC proliferation nor Oct4/Nanog production in pluripotency-supporting conditions.** A. Control (Ctrl) and *Zeb2* knockout (KO) ESCs, grown in 2i+LIF, were co-stained by indirect IF for Nanog (red) and Oct4 (green). Results are representative of 3 experiments performed. Bar: 25 µm. B. Cell proliferation of Ctrl (blue) and *Zeb2* KO (red) ESCs grown in 2i+LIF. SDs are of 3 biological replicates. C. Scheme of the general differentiation (GD) protocol; FBS= fetal bovine serum). D. Zeb2 mRNA levels increased in Ctrl ESCs submitted to GD, albeit to lower relative levels as in ND (see Fig. 1B). E. Ctrl EBs were stained for Zeb2 (brown) on d6 and d15 of GD. Scale bars: 50 µm. F-H. IHC and IF analysis to document differentiation towards mesoderm (Desmin, panels F), endoderm (Hnf4α; panels G) and neural cells (βIIITubulin; panels H). Scale bars: 50 µm. Results shown are from one experiment and representative for 3 experiments. In contrast to Ctrl cells, very few Desmin+ cells were detected in *Zeb2* KO EBs after d15 in GD, while Hnf4α levels appear reduced in *Zeb2* KO EBs. The neural commitment defects first observed in ND were re-confirmed in GD as βIIITubulin+ cells were absent in *Zeb2* KO EBs.

**Supplemental Figure 2, related to Figure 1. The differentiation defects are rescued in R26_Zeb2 ESC lines.** A-E. IHC and IF of R26_ZEB2 line after 15 days of general (GD) or neural (ND) differentiation A. Zeb2 (brown) in GD. B. βIIITubulin (green), ND. C. Oct4 (green) and Cdh1 (red), ND. D. Hnf4a (brown), GD. E. Tet1 (brown). Scale bar: 50 μm. F. RT-qPCR for marker genes representative for three-lineage differentiation, pluripotency and DNA-methylation, respectively, in Ctrl, *Zeb2* KO and R26_Zeb2 lines on d0 (blue) and 15 (red) of ND. Results are representative of 3 experiments performed. SD of 2 technical replicates is shown. G. RT-qPCR for marker genes (see above) in Ctrl, *Zeb2* KO and R26_Zeb2 lines on d0 (violet) and 15 (green) of GD. Results are representative of 3 experiments performed. SD of 2 technical replicates is shown.

**Supplemental Figure 3**. Dynamic expression levels in Ctrl and *Zeb2* KO cells for selected neural (A) endoderm (B), mesoderm (C) [and trophectoderm (D), see text] genes at three stages in ND (d0, d4, d6, respectively). Average trend for selected genes in Ctrl and KO cells is modeled by simple linear regression line.

**Supplemental Fig. 4, related to Figure 2.** **Analysis of temporal RNA-seq**. A. GO analysis for top-100 genes in the PC2 in the Ctrl cells. B. GO analysis for top-100 genes in the PC2 in the *Zeb2* KO cells.

**Supplemental Figure 5, related to Figure 4**. **Pluripotency gene expression is not silenced during differentiation in *Zeb2* KO cells**. A. Western blot analysis for Cdh1, Oct4 and Nanog in Ctrl and *Zeb2* KO (KO) EBs during ND. B. RT-qPCR analysis of in Ctrl and KO ESCs (D0) and EBs on d15 of ND for Oct4, Nanog and Cdh1. Results are representative of 3 experiments performed. SD of 2 technical replicates is shown C. Ctrl and *Zeb2* KO EBs stained for Nanog (brown) on d15 of GD D. Ctrl and KO EBs co-stained for Oct4 (green) and Cdh1 (red) on d15 of GD. Panels C-D show results from one experiment that is representative for 3 experiments. Scale bar: 50 µm E. Teratoma formation assay with EBs subjected to ND for 12 days.

**Supplemental Figure 6, related to Figure 5. RRBS.** A-B. Bar plot showing gain (GOM, panel A) and loss-of-methylation (LOM; panel B) between consecutive time points in Ctrl and *Zeb2* KO ESCs. C. Violin plots to illustrate distribution and dynamic behavior of DMRs (both GOM and LOM) over time.

**Supplemental Figure 7, related to Figures 1 and 6. Tet1 knockdown in *Zeb2* knockout ESCs facilitates their definitive pluripotency exit and partially restores their neural (ND) and general differentiation (GD) defect.** Quantifications of staining of EBs (each EB indicated as individual data point): A. Tet1 on d15 of GD, B. Oct4 on d15 of ND, C. βIIITubulin on d15 of ND, D. Cdh1 on d15 of ND, E. Hnf4a on d15 of GD, F. Sox17 on d15 of GD, G. Desmin on d15 of GD. Statistical analysis: Non-parametric Mann-Whitney test. Error bars show mean with 95% confidence intervals. p-val: ****: <0.0001, ***:<0.001, 0.01<**<0.05:, *<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

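The analysis used the TPM values that the authors deposited for 18 libraries, as a table of 11046 entries with 10965 different genes. The first entry of each repeated gene was kept. The authors aligned the reads with Tophat2 2.0.13 to GRCm38, counted them with featureCounts 1.4.6 and filtered the genes, and the authors' own tests were made with DESeq2. The table also holds 3 columns of a score for each gene that the authors computed over all libraries, a variance, a variance divided by the mean and a variability, which were not used.

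Reads were recovered from the TPM values by finding the length of each gene at which its values in all libraries are whole numbers, with 1 read added to each gene, and served for depth and for the voom setting. The reads on these genes ranged from 9622622 to 15617675 per library, with a median of 12131165, and the 10 genes with most reads took 3.62% to 4.98% of them. The reads recovered from 6 simulated libraries were right for 10871 of 10965 genes (99.14%).

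Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend) on log2(TPM + 1), with 1 mean for each of the 6 groups. A DEG has an unadjusted p below 0.01 and an absolute log2 fold change above 1, the paper's thresholds. Single named genes were called at a Benjamini-Hochberg adjusted p below 0.01 over all genes. The time series used a moderated F test of the 2 differences in change since d0. Lists were tested with camera (inter-gene correlation 0.01) and fry, with an adjusted p below 0.05 over the 8 tests of the 4 lineage lists at d4 and d6. Camera p of the other lists, and of changes between days, were adjusted over 39 tests (13 lists and 3 days or pairs of days), an adjustment added after seeing the data. PCA, the comparison of chromosomes and the figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Positions came from GENCODE M21 for 10922 of the 10965 genes. The chromosomes were compared with 10000 lists of random genes drawn from 20 bins of expression, on 20 chromosomes and 3 days.

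The genes named are every gene that the paper names for its RNA-seq and the members of the lists, and, for each day and direction, the 5 genes with the largest change among those called and without overlap between the groups. Single values of 2 of these genes are not reported here. The 5 genes of highest mean TPM in each shifted region, the borders of the regions and the members singled out in the lineage lists were chosen after their values were seen. The lists are lineage markers (neural, endoderm, mesoderm and trophectoderm), retinoic acid response genes, imprinted genes, two-cell-like genes, Y-linked genes, genes of X inactivation and the gene groups of the paper.

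Simulated counts with known changes tested the steps. With a log2 change of 1.5 in 200 genes at d4, 97% were recovered with 8 false calls, and with a change of 3 at d6 100% with 17 false calls. The time-series test, 1 joint test for both sets of changed genes, recovered 87.5% and 97%, with 6 false calls in all. With no change at d0, 10 of 10965 genes were called. Camera gave a p below 0.05 for 1 of 100 unchanged lists. A shift of 0.4 set on chromosome 8 was found as 0.391, and 1 of 60 pairs was called.

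The settings varied were the pseudocount (0.1 and 5), a minimum mean TPM of 10, median-ratio rescaling, quantile normalization, a fit to 1 day, eBayes without trend, a replicate block, an adjusted p for DEGs, a fold change threshold of 0.5 and leaving out each library. Voom on the recovered reads, removing the regional medians of each library (over the whole of chromosomes 6, 8 and 12, including parts of 6 and 12 without a called window) and leaving out libraries in the comparison of chromosomes were added after seeing the data. The promoter motif, the GO terms and the gene sets of the GSEA were not analysed here. Values of Table SIV and of Table SV at d6 were not compared gene by gene.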

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

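The tests of technical explanations in this part were chosen after the results had been seen, as were removing the regional medians and the comparisons with matched genes; the gene lists and the comparison of chromosomes were set beforehand.

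Genes of whole chromosomal regions differed between Zeb2 KO and Ctrl at d0, in data that the paper does not discuss by position. Among genes with a mean TPM of at least 10, the median log2 fold change relative to all genes was -0.956 on chromosome 17 from 60 Mb on, 0.430 on chromosome 8, 0.448 on chromosome 12, -0.446 on chromosome 14 from 100 Mb on and 0.159 on chromosome 6. The effect differed between days. Between d0 and d4 the KO-Ctrl difference changed by 0.438 on chromosome 8, 0.392 on chromosome 12 and -1.01 on distal chromosome 17, and between d0 and d6 by 0.431, 0.419 and -1.04 (d0 less the later day). Permuting the genotype labels within the days gave an exact p of 0.005, the smallest that 400 arrangements can give, and of 0.02 for chromosome 12 between d0 and d4 (n = 3 libraries per group). All 18 libraries fell on 2 sides on distal chromosome 17, with Ctrl d0, Ctrl d6 and KO d6 on one side and KO d0, Ctrl d4 and KO d4 on the other.

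The tables argue against several explanations of these regional shifts. After quantile normalization the median of distal chromosome 17 at d0 was -0.869, so the scaling of the TPM values is not the whole cause. Against genes of like GC content and length it was -0.958. The loss of Zeb2 is excluded as the cause because the same region differed between 2 groups of Ctrl libraries, by -0.901 between d4 and d6. The stage of differentiation is excluded because the genotypes differed at the same stage, by -0.956 at d0. An exchange of the Ctrl and KO labels within 1 day is excluded because such an exchange leaves the difference between d4 and d6, which was -0.901 in Ctrl and -0.998 in KO. Of the 87 genes of distal chromosome 17, 96.552% were below the median of all genes at d0, which is consistent with a different number of copies of the region. A loss of 1 of 2 copies would give -1 on the log2 scale, 2 copies against 3 -0.585, 3 copies against 2 0.585 and 4 against 3 0.415. The medians of 233 windows of 10 Mb, which are no independent replicates, were correlated between contrasts. KO against Ctrl at d0 had a Pearson r of 0.844 (Spearman rho 0.560) with Ctrl d4 against Ctrl d6. With KO d4 against KO d6 its Pearson r was 0.871 (Spearman rho 0.643). This is consistent with cultures of 2 chromosome makeups behind the 6 groups, such as different ESC lines or sublines. The borders lay between Trip10 and Fer on chromosome 17 (57263665 to 63863062) in 2 of 3 contrasts and between Khsrp and Slc25a23 (57031522 to 57043711) in the third. DNA was not measured in these libraries, and which line each library came from is not given, so that a difference of line, of passage or of culture stays open. Over all chromosomes, 5 of 100 splits of the libraries gave at least the 17 pairs of chromosome and day past the threshold that the genotypes gave, as many as 20, so the number of pairs alone does not set KO apart from Ctrl.

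The 15 retinoic acid response genes of a list set beforehand, which the paper does not discuss as a group, had a median log2 fold change of -3.53 at d4 and -4.81 at d6 (camera adjusted p = 1.46e-12 and 1.72e-11 over 39 tests of 13 lists). All 15 were lower in KO on both days. In lists of genes matched on their change in Ctrl, KO was lower as well, by a median of -1.36 at d4, but the list was lower still by -2.16 (one-sided p = 0.0001 by gene permutation, made as 10000 random draws of matched lists, the smallest that these can give), so a general failure of induced genes is not the whole cause. The draws take genes as independent, so that genes regulated together would make this p too small. A delay of KO by 2 days is argued against by the median of KO d6 less Ctrl d4, -3.23. The values after quantile normalization, -3.30 at d4, and with the regional medians removed, -4.75 at d6, argue against scaling and the regional shifts. Whether KO cultures met less retinoic acid or retinol cannot be told apart from a lower response, since the genotype is confounded with the culture; KO d6 less KO d0 was 0.388. The list had risen in Ctrl by d4, the day on which the protocol adds retinoic acid, by 3.99. With 3 libraries against 3, 1 of 10 splits at d4 and 1 of 10 at d6 gave a median as far from 0, the real split, a share that cannot fall below 1 of 10.

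The 23 imprinted genes found of a list of 30, set beforehand and not discussed by the paper, had a median log2 fold change of -1.17 at d4 and -1.62 at d6 (camera adjusted p = 6.23e-06 and 9.02e-05), with 21 and 18 of 23 lower in KO. At d4 genes matched on their change in Ctrl had a median of -0.723, and the list lay -0.443 from them (one-sided p = 0.0445 by the same gene permutation), within the range of the matched lists (-1.26 to -0.377), so the d4 value is consistent with genes that rise in Ctrl failing to rise in KO. At d6 the list lay -0.777 from its matched lists (one-sided p = 0.0091 by the same gene permutation), beyond their range of -1.47 to -0.335. This argues against a general failure of induced genes as the whole cause there. The draws take genes as independent, while members such as Meg3, Rian and Mirg moved together, so the p can be too small and the range too narrow. The median of the list was -1.63 at d6 with the regional medians removed and -1.655 after quantile normalization. A change of imprinting itself was not measured and stays open. 1 of 10 splits gave a median as far from 0 at d4, and 1 of 10 at d6.

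The 7 two-cell-like genes found of a list of 14 were higher in KO at d0, with a median of 1.42, and lower at d4, with -2.27 (camera adjusted p = 0.0013 and 0.016). The effect differed between the days, by -3.53 (camera adjusted p = 5.08e-04 for the change between the days). Members of the Zscan4 cluster share reads, but the 3 members outside it had a median of -1.655 at d4 and 1.63 at d0. These 3 include paralogs of their own, so that shared reads are excluded for the cluster alone. After quantile normalization the d0 median was 1.403, and with any 1 library left out it was never nearer to 0 than 1.19. Fractions of cells were not measured, so a change in the share of such cells stays open. Of 10 splits, 1 gave a median as far from 0 at d0 and 1 at d4.

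Of the 40 genes that the paper names, 7 were lower in KO at d0 and higher at d6, with a test of the interaction. The difference between the days (d6 less d0) was 1.59 for Dppa3 (adjusted p = 9.89e-06), 3.78 for Tcea3 (8.48e-13), 2.73 for Epcam (2.17e-08), 2.45 for Dnmt3l (1.77e-07), 4.82 for Otx2 (8.64e-11), 4.36 for Pou3f1 (1.22e-10) and 1.84 for Zic2 (8.49e-09). Epcam lies in a region that was lower in KO at d0 as a whole. Zic2 lies in a region whose median was lower in KO at d0, with 61.8% of its genes below the median of all genes. With the regional medians removed, Epcam was at -0.254 at d0 (adjusted p = 0.222) and Zic2 at -0.168 (0.301), so that their d0 difference is consistent with the regional shifts. For Dppa3, Tcea3, Dnmt3l, Otx2 and Pou3f1 the regional shifts are argued against, since 5 of the 5 were still lower and called at d0 with the regional medians removed. Their d0 difference is not explained by the authors' TPM scaling or library composition either, as 5 of 5 were lower and called after quantile normalization. Whether Ctrl cells at d0 that had partly left the naive state contribute cannot be told apart, since the naive genes, with a median of 0.0331 at d0, go both ways. A biological difference between the genotypes in 2i + LIF was not tested further.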

How the results depend on the processing

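Voom on the recovered reads, removing the regional medians and leaving out single libraries in the comparison of chromosomes were chosen after the data had been seen; the other settings were set beforehand.

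The direction and the side of the threshold held for the maintained shares, the neural, endoderm and trophectoderm lists, the mesoderm list at d6 and both principal components under every setting that gave them a value, with the lists tested by camera. The fry test, set beforehand beside camera, calls the endoderm list at d4, the mesoderm list on both days and the trophectoderm list on both days, which camera does not call. It asks only whether a list changed, not whether it changed more than other genes. The time-series total held, but its split did not: after median-ratio rescaling 2776 genes had moved up and 2616 down, and with voom 2730 and 2542, against 2219 and 3121. The maintained shares ranged from 70.1% to 77.2% (up) and from 61.0% to 71.4% (down), the time-series total from 4243 to 5520, and the neural list from -1.90 to -0.483 at d4 and from -4.15 to -1.92 at d6. The endoderm list ranged from -0.514 to -0.135 at d4 and from -2.40 to -1.31 at d6. The endoderm and mesoderm lists give no value among genes with a mean TPM of at least 10, since too few of their genes are left. The settings for the promoter motif were not run.

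The counts of DEGs moved by more than 1.5 times under 6 settings. With a pseudocount of 0.1, which weighs genes with few transcripts more, 564 genes were down at d0. With a pseudocount of 5 the counts were 66 up and 97 down at d0, 123 and 418 at d4, and 331 and 710 at d6. Among genes with a mean TPM of at least 10, where fewer genes are tested, they were 88 up at d0, 147 up and 440 down at d4, and 329 and 614 at d6. After quantile normalization, 161 were down at d0, 475 up and 533 down at d4, and 962 up at d6, and the cause was not tested. With an absolute log2 fold change above 0.5, a lower threshold, they were 829 and 1148, 749 and 2468, and 1337 and 2775. With voom on the recovered reads 407 were up at d4, and the cause was not tested. The mesoderm list at d4 was called after median-ratio rescaling, with -0.356 (camera adjusted p = 0.0497, range over the alternatives 0.0497 to 0.229), and the cause was not tested. With protein-coding genes only, where fewer genes are tested, 10 pairs of chromosome and day passed the threshold.

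Of the single genes, 13 values reversed, and their cause was not tested apart from the construction of the regional setting, which moves whole regions. With the regional medians removed, they were 0.158 for Cdh1 between d0 and d6 in KO, 0.0892 for Zic2 between d0 and d4 in Ctrl, and at d0 between KO and Ctrl -0.0418 for Eif4ebp1, -0.00596 for Esrrb, -0.101 for Mcm5 and 0.625 for Srsf7. After quantile normalization they were -0.0667 and -0.564 for Cdh2 between d0 and d4 and between d0 and d6 in KO, -0.166 for Otx2 and -0.0293 for Pou3f1 between d0 and d4 in Ctrl, and -0.438 for Zeb1 between d0 and d6 in Ctrl. Dnmt1 between d0 and d4 in Ctrl was -0.187 with voom and -0.204 after median-ratio rescaling. Over all values of named genes, 18208 kept direction and side, 440 lost and 168 gained a call.

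Leaving out each of the 18 libraries in turn changed the direction or the side of the threshold of none of these counts, shares, lists and components, and moved no count by more than 1.5 times. The median of the endoderm list at d4 did move by more than that, between -0.618 and -0.248. The lone pair left in a group is assumed to vary like the other groups. DEGs ranged over 180 to 200 up and 279 to 346 down at d0, 235 to 260 and 777 to 896 at d4, and 498 to 547 and 1135 to 1251 at d6. The pairs of chromosome and day ranged from 14 to 19. Of the named genes, Tet2 at d6 depends on KO d6 replicate 1, without which it was -0.865.

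Replicate numbers did not pair the libraries. Of 9 pairs of libraries with equal numbers, 2 had a correlation of residuals over 0.1, with a median of 0.0281 (-0.187 to 0.237). With the replicate number as a block, 201 genes were up and 309 down at d0, 241 and 841 at d4, and 515 and 1209 at d6.

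With 3 libraries against 3 there are 10 splits, and the share of splits cannot fall below 1 of 10. Every other split of a day has both genotypes on each side, so that a large KO-Ctrl difference by itself lowers its number of DEGs. The real split was the 1 of 10 with as many DEGs at d0, at d4 and at d6, and the 1 of 10 with as large a median for the neural, mesoderm and trophectoderm lists at d4 and d6 and the endoderm list at d6. For the endoderm list at d4, 2 of 10 splits were as large. For the time-series DEGs, 1 of 100 splits, the real one, gave as many, and the largest other number was 3529.

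Depth limits genes with few reads. The d0 value of Zeb2 rests on 46 reads in 3 Ctrl libraries and 5 in 3 KO libraries, and was -0.145 with a pseudocount of 1, -0.916 with 0.1 and -2.83 with voom on the recovered reads.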

Differences from the paper's values

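Voom on the recovered reads was chosen after seeing the values; the other settings named here were set before the data were examined.

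The paper's number of genes down in KO at d0 was about 470 in Fig. 2C, read by eye, against 308 here. Of the settings set before the data were examined, the number was 564 with a pseudocount of 0.1, within 1.5 times the paper's, and voom, chosen after seeing the values, gave 461. The paper's number of DEGs up in KO at d4 was about 390 in Fig. 2C, read by eye, against 239 here. It was 280 with a pseudocount of 0.1, 339 after median-ratio rescaling and 475 after quantile normalization, which are within 1.5 times, and 407 with voom, chosen after seeing the values.

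The paper's Table SV, of which the copy used here holds 1999 of 10965 genes at d0, 1997 at d4 and 0 at d6, gives log2 fold changes with standard errors. The tolerance for a gene is the larger of the paper's standard error and the replicate SD of the gene in the limma model here. All 1999 and all 1997 genes had the same sign here. Of the genes the paper names and that are reported here, 8 lay within this tolerance at d0 and 5 did not, and 11 did and 16 did not at d4. At d0, for Zeb2 (-2.18 in the paper, -0.14 here), no setting set before the data were examined gave a value within that tolerance. Under a pseudocount of 0.1 set before the data were examined, and under no other setting of that kind apart from Otx2 without 1 library in 1 of 18 cases, the d0 value fell within the tolerance for Cdh2 (-0.90 in the paper, -0.63 here), Otx2 (-1.08 in the paper, -0.82 here), Pou3f1 (-1.69 in the paper, -1.30 here) and Neurog1 (-3.06 in the paper, -1.62 here).

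At d4, for Zeb2 (-2.88 in the paper, -1.02 here) and Cdh2 (-2.96 in the paper, -2.75 here), no setting set before the data were examined gave a value within that tolerance. Under median-ratio rescaling and quantile normalization set before the data were examined, and under no other setting of that kind apart from Tet1 without 1 library in 2 of 18 cases and Zic2 without 1 library in 1 of 18 cases, the d4 value fell within the tolerance for Tcea3 (1.03 in the paper, 0.84 here), Tet1 (0.79 in the paper, 0.62 here) and Zic2 (0.92 in the paper, 0.74 here). Under median-ratio rescaling set before the data were examined, and under no other setting of that kind apart from Dppa5a without 1 library in 2 of 18 cases and Pou5f1 without 1 library in 2 of 18 cases, the d4 value fell within the tolerance for Dppa5a (1.46 in the paper, 1.30 here), Pou5f1 (1.33 in the paper, 1.17 here) and Cdh1 (0.83 in the paper, 0.66 here). Under a pseudocount of 0.1, median-ratio rescaling and quantile normalization set before the data were examined, and under no other setting of that kind apart from Dnmt3a without 1 library in 1 of 18 cases, Dnmt3b without 1 library in 3 of 18 cases, Fgf4 without 1 library in 3 of 18 cases, Fgf5 without 1 library in 3 of 18 cases and Pou3f1 without 1 library in 1 of 18 cases, the d4 value fell within the tolerance for Dnmt3a (0.98 in the paper, 0.79 here), Dnmt3b (3.23 in the paper, 3.05 here), Fgf4 (2.40 in the paper, 2.23 here), Fgf5 (1.57 in the paper, 1.28 here), Otx2 (4.01 in the paper, 3.68 here) and Pou3f1 (1.69 in the paper, 1.43 here). Under a pseudocount of 0.1 set before the data were examined, and under no other setting of that kind, the d4 value fell within the tolerance for Fgf8 (2.44 in the paper, 1.45 here) and Neurog1 (-4.50 in the paper, -3.12 here). With voom, chosen after seeing the values, all of these values but those of Zeb2 and Neurog1 at d0 and Neurog1 at d4 lay within the tolerance.

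The paper describes Twist1 as less induced in KO. Here its change between d0 and d6 was smaller in KO by 0.45 on the log2 scale, and its course was not called different (time-series adjusted p = 0.433). The difference at d6 itself was -0.78 (adjusted p = 0.0191), not called, and it was called with a pseudocount of 5, in a fit to that day alone, without Ctrl d0 replicate 1 or 3, and with voom, chosen after seeing the values.

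The paper describes mesoderm markers as nearly missing and trophectoderm markers as clearly lower in KO. It says so of the genes selected for its Fig. S3, which its text does not all name. The lists here were fixed separately, and 11 of 20 mesoderm and 11 of 13 trophectoderm genes were in the deposited table. A list that was not called here therefore does not contradict the paper. Of the markers in the lists, 8 of 11 and 8 of 11 lay lower in KO at d6, but the mesoderm list was not called by camera at d6, with -0.79 (camera adjusted p = 0.160), its median of the mean TPM in KO was 4.02 against 7.66 in Ctrl, and the trophectoderm list was not called either, with -0.87 (camera adjusted p = 0.160). Both lists were called at d6 by the fry test, set before the data were examined, which does not ask whether they changed more than other genes. The mesoderm list at d4 was called by camera after median-ratio rescaling.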

Other observations

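The tests in this part were not planned for a claim of the paper, and no explanation was tested for the values.

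The Y-linked genes Eif2s3y and Ddx3y were measured in both genotypes on every day. Eif2s3y was at 58.8, 59.0 and 62.3 TPM in Ctrl at d0, d4 and d6 and at 58.8, 68.1 and 77.1 TPM in KO (means, n = 3). Ddx3y was at 40.8, 52.6 and 30.3 TPM in Ctrl and at 77.1, 55.2 and 29.5 TPM in KO, with a log2 fold change of 0.90 (adjusted p = 2.27e-06) at d0. Tsix was at 1.85 TPM in Ctrl and 5.38 in KO at d0, with 1.15 (adjusted p = 0.00132).

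At d6 the two-cell-like genes had a median log2 fold change of -1.05 (camera adjusted p = 0.266), with 7 of 7 lower in KO and 4 called; with any 1 library left out the median lay between -1.60 and -0.705.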
